# Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules

**DOI:** 10.1371/journal.pone.0022391

**Published:** 2011-07-22

**Authors:** Ji Yeon Park, Wencheng Li, Dinghai Zheng, Peiyong Zhai, Yun Zhao, Takahisa Matsuda, Stephen F. Vatner, Junichi Sadoshima, Bin Tian

## Abstract

Cardiac hypertrophy is enlargement of the heart in response to physiological or pathological stimuli, chiefly involving growth of myocytes in size rather than in number. Previous studies have shown that the expression pattern of a group of genes in hypertrophied heart induced by pressure overload resembles that at the embryonic stage of heart development, a phenomenon known as activation of the “fetal gene program”. Here, using a genome-wide approach we systematically defined genes and pathways regulated in short- and long-term cardiac hypertrophy conditions using mice with transverse aortic constriction (TAC), and compared them with those regulated at different stages of embryonic and postnatal development. In addition, exon-level analysis revealed widespread mRNA isoform changes during cardiac hypertrophy resulting from alternative usage of terminal or internal exons, some of which are also developmentally regulated and may be attributable to decreased expression of Fox-1 protein in cardiac hypertrophy. Genes with functions in certain pathways, such as cell adhesion and cell morphology, are more likely to be regulated by alternative splicing. Moreover, we found 3′UTRs of mRNAs were generally shortened through alternative cleavage and polyadenylation in hypertrophy, and microRNA target genes were generally de-repressed, suggesting coordinated mechanisms to increase mRNA stability and protein production during hypertrophy. Taken together, our results comprehensively delineated gene and mRNA isoform regulation events in cardiac hypertrophy and revealed their relations to those in development, and suggested that modulation of mRNA isoform expression plays an importance role in heart remodeling under pressure overload.

## Introduction

The growth of the heart in mammals takes place at embryonic and postnatal developmental stages, but it can also be induced by physiological or pathological stimuli in the adult [1]. While cardiac growth at early developmental stages mostly involves proliferation of cardiac myocytes, expansion of cell size is chiefly responsible for growth of the adult heart. The latter is also known as cardiac hypertrophy, which is a common component of many cardiac diseases. Cardiac hypertrophy is generally considered as an adaptive mechanism in response to increased mechanical load; but hypertrophied heart under sustained pressure can lead to heart failure [2], [3].

Studies have shown that the expression levels of many genes are regulated during cardiac hypertrophy [4], [5], [6]. A group of genes with low expression in the adult but high expression in the embryo is reactivated in cardiac hypertrophy, a phenomenon widely known as activation of the ‘fetal gene program’. These genes typically play roles in metabolic and contractile functions of the heart [7], [8], and are regulated by a set of transcription factors (TFs) which play roles also in embryonic development, such as NFAT, NFκB, MEF2, GATA4, and SRF [9], [10]. In addition, recent studies have implicated regulation of several microRNAs (miRNAs) in hypertrophy, including miR-1, miR-133, and miR-208 [11], [12], [13]. miRNAs are small non-coding RNAs (∼22 nucleotides) that cause mRNA degradation and/or inhibition of translation by binding to their target sites in mRNAs, mostly in the 3′ untranslated region (3′UTR) [14], [15]. miRNAs have been increasingly found to play important roles in cardiac development and diseases [16], [17], [18], [19].

Mammalian genes frequently express mRNA isoforms resulting from alternative initiation of transcription, alternative splicing (AS), and alternative cleavage and polyadenylation (APA), which are frequently regulated in temporal- and tissue-specific manners [20], [21]. Studies have shown that the AS pattern of the heart is distinct from other tissues [22], [23], [24], and dynamic regulation of AS takes place at the embryonic and postnatal developmental stages of the heart [25], during differentiation of cardiac precursors [26], and in patients with heart failure [27]. Ablation or overexpression of some splicing regulators, such as SC35, ASF/SF2, SRp38, and CELF, have been shown to cause malfunctions in the heart [28], [29], [30], [31].

Recent studies have indicated that APA plays an important role in gene regulation. Over half of the human genes have APA isoforms [32], most of which lead to different 3′UTR lengths. The APA pattern of genes is tissue-specific [33] and is globally regulated in cell proliferation, differentiation, and development [34], [35], [36]. In general, genes tend to express short 3′UTR isoforms more frequently in proliferative or transformed cells than in quiescent or differentiated cells, presumably due to the difference in 3′ end processing activity [37]. Since 3′UTRs typically contain cis elements that inhibit gene expression at the post-transcriptional level, such as AU-rich elements (AREs), GU-rich elements (GREs), and miRNA target sites, regulation of 3′UTR length by APA can impact mRNA metabolism. For example, shortened 3′UTRs in cancer cells have been shown to make mRNAs of a set of oncogenes more stable, leading to higher protein expression [36].

Here we took a genome-wide approach to systematically define genes and pathways regulated in cardiac hypertrophy induced by transverse aortic constriction (TAC), and compared them with those regulated at different stages of embryonic and postnatal development. By exon-level analysis we found that cardiac hypertrophy involves widespread mRNA isoform changes, a fraction of which is developmentally related. Gene Ontology analysis indicated that regulated AS events are biased to genes with functions in cell adhesion and cell morphology, suggesting an important role of AS in remodeling the heart. Our analysis also indicated that downregulated expression of Fox-1 protein during cardiac hypertrophy may be responsible for a set of regulated AS events. Moreover, we found 3′UTRs of mRNAs are generally shortened through APA in hypertrophy, and microRNA target genes are generally de-repressed, suggesting coordinated mechanisms to increase mRNA stability and protein production during hypertrophy. Taken together, our results comprehensively delineated gene regulatory modules at transcriptional and post-transcriptional levels in cardiac hypertrophy and revealed their relations to those executed in development, and suggested that mRNA isoform regulation plays critical roles in remodeling the heart under pressure overload.

## Results

### Comparison of gene expression profiles between cardiac hypertrophy and development defined the fetal gene program

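Left ventricles of 6 male C57BL/6 mice were profiled on Affymetrix GeneChip Mouse Exon 1.0 ST arrays, which carry probes for the single exons of genes, with 1 mouse per array. In 2 mice the aortic arch had been narrowed for 1 week (1 W TAC, dataset LVH3 in Table S1) and in 2 mice for 4 weeks (4 W TAC, dataset LVH4), which loads the left ventricle with pressure. The other 2 mice were sham-operated, and their arrays (Sham) were the controls for both TAC groups. The time between sham operation and tissue collection is not given in the sources used here. The authors summarized the probes of each transcript cluster into 1 log2 signal per array by robust multi-chip analysis (RMA), and these deposited gene-level values were used here without further normalization. The values ran from 0.57 to 13.69 over 23332 transcript clusters, here called rows. Of these, 14996 carried 1 gene symbol, 1019 several and 7317 none. A gene with several rows was represented by the row with the highest mean signal, which left 14860 genes. Across genes, which are not independent replicates, the Pearson correlation of 2 arrays lay between 0.968 and 0.988. Each row was tested with limma, with 1 mean per group and 1 estimate of the spread from the 6 arrays, and p values were adjusted over all rows by the Benjamini-Hochberg method. Each of 36 gene lists with at least 5 measured members was compared with the other genes by camera, a test of gene lists in limma with a preset correlation of 0.01 between genes. The p of camera sets the genes of a list against the other genes and does not measure the spread between mice. The number of arrays limited the precision, and no exact test of 2 against 2 arrays can reach p < 0.05. In simulated arrays, limma found 51.5% of 4-fold changes, 0.5% of 2-fold changes and 0% of 1.5-fold changes at 1 W TAC. The spread of each simulated row was drawn from the distribution that limma fitted to all rows, without regard to its signal. The shares may differ for the real rows, and at 1 W TAC 0 real rows with 1 gene symbol passed. The filter of the paper on genes detected above background was not repeated here.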

To systematically examine gene regulation in short- and long-term cardiac hypertrophy, we used genome-wide exon microarrays to analyze mRNAs expressed in mouse hypertrophied left ventricle (LVH) induced by 1 week (1 W) or 4 W Transverse Aortic Constriction (TAC). To reveal how gene regulation in hypertrophy is related to that in development and to achieve robustness in our analysis, we collected a set of publicly available microarray datasets corresponding to murine heart development at embryonic and postnatal stages, and short- and long-term LVH (Figure 1A and Table S1). Overall, our LVH data included three datasets for 1 W TAC, named LVH1, LVH2, and LVH3, one dataset for 4 W TAC (LVH4), and one dataset for 12 W TAC (LVH5). All TAC samples were compared with sham samples in the same dataset. For embryonic development (ED) of the heart, we divided data into two phases. The first phase, named ED1, was based on comparison of embryonic day (E) 13.5 + E14.5 with E10.5 + E11.5; and the second phase, named ED2, was based on comparison of E16.5 + E18.5 with E13.5 + E14.5. We also obtained a dataset for comparison of embryonic heart at E17 with adult heart, named EA, which can reflect postnatal development. In addition, we included a rat dataset, from which we compared gene expression for postnatal day (P) 20 vs. P1 and P49 vs. P20, named PD1 and PD2, respectively. Expression changes were standardized to make data from heterogeneous sources more comparable (Figure S1).

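Postn, which encodes the matrix protein periostin, had a standardized change of z = 10.1 at 1 W TAC and z = 9.26 at 4 W TAC. Nppa, which encodes atrial natriuretic factor, had z = 4.32 and z = 5.34, and Ucp3, which encodes a mitochondrial uncoupling protein, had z = -4.56 and z = -3.98. Here z is the log2 ratio of the TAC mean to the Sham mean, minus its mean over the 14860 genes, divided by its standard deviation over genes, which was 0.41 at 1 W TAC and 0.27 at 4 W TAC. At 1 W TAC, z was above 2 for 495 genes and below -2 for 233 genes, limits that lie at log2 ratios of 0.85 and -0.77. The counts at 4 W TAC were 379 and 335 genes, with limits at log2 ratios of 0.58 and -0.50. Above 2 at both times were 187 genes, and 93 genes were below -2 at both times. Independent ratios would give 12.6 and 5.25 genes, and simulated unchanged TAC groups that share the Sham arrays gave 129 genes in either direction. The simulated genes varied independently of each other, so variation that genes share is left out of this number. The counts carry no test, and with the median and the median absolute deviation in place of the mean and the standard deviation they were 1993 genes at 1 W TAC and 1409 genes at 4 W TAC.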

**Figure 1:**
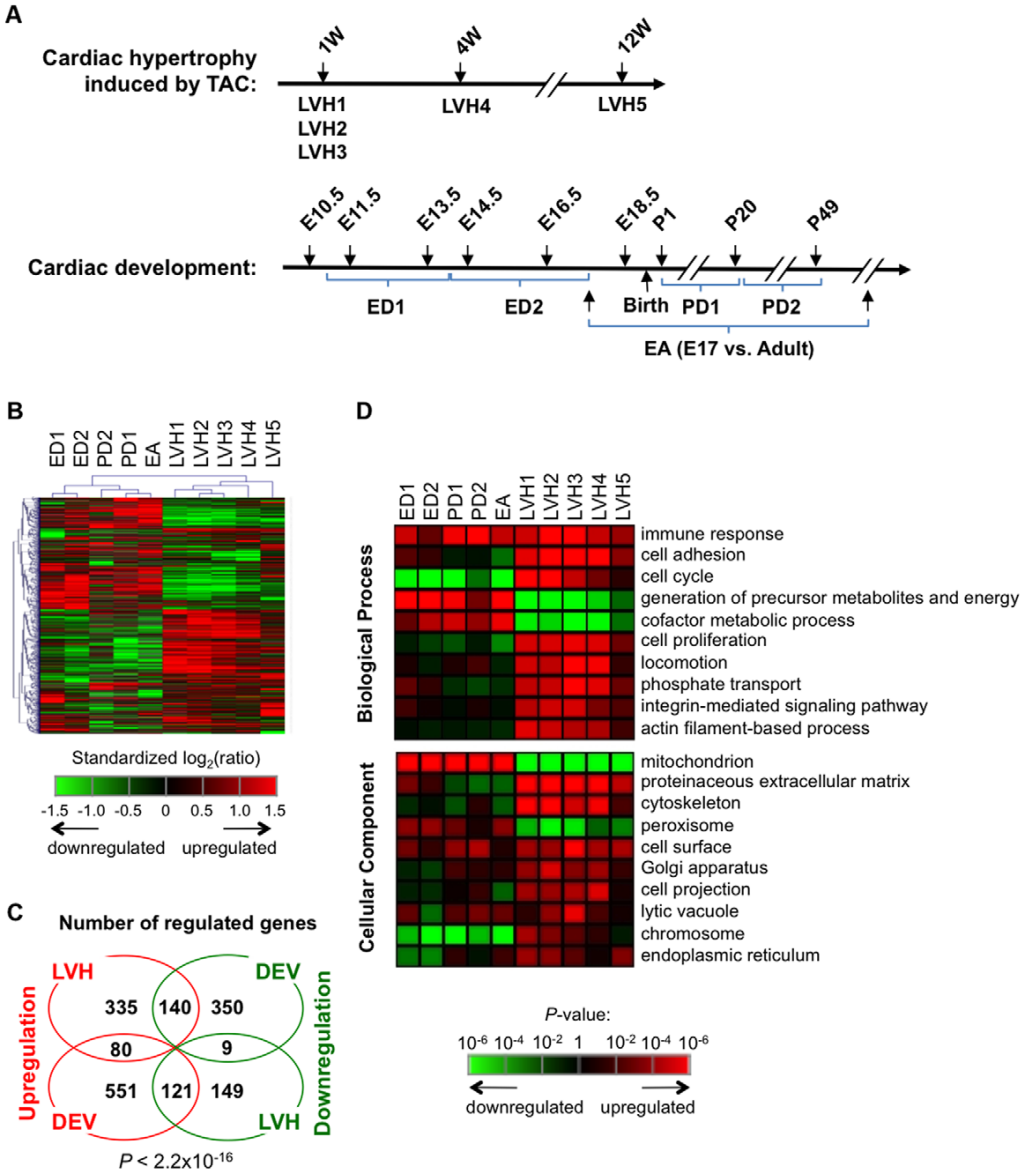
Gene expression profiling in cardiac hypertrophy and development. (**A**) Schematic of datasets used in our analysis. Top, hypertrophy data with TAC period indicated (W = week). All hypertrophy samples were derived from the left ventricle and thus were named LVH. They were compared with Sham samples. Bottom, development samples. E, embryonic day (for mouse samples); P, postnatal day (for rat samples). ED1 is comparison of E10.5 + E11.5 with E13.5 + E14.5 and ED2 is comparison of E13.5 + E14.5 with E16.5 + E18.5. PD1 is comparison of P1 with P20 and PD2 is comparison of P20 with P49. EA is comparison of E17 with adult. E10.5, E11.5, and EA were based on the whole heart, and others were based on the left ventricle. All ratios were derived from expression level at a later development time point divided by that at an earlier point. (**B**) Clustering of genes and samples using gene expression changes. Expression changes are standardized log_2_(ratio) or z, which are shown in a heatmap using the color scale shown at the bottom. A total of 1,945 genes with z >2 in at least one of the samples are shown. Hierarchical clustering is based on Pearson correlation and the average linkage method. (**C**) Venn diagram of genes regulated in development (DEV) and hypertrophy (LVH). Genes were selected from five development datasets, i.e. ED1, ED2, PD1, PD2, and EA, and three 1 W TAC sets, i.e. LVH1, LVH2, and LVH3. A gene was selected if its z is greater than 2 in at least one sample and the direction of its regulation is consistent across samples. Fisher's exact test was used to assess the significance of bias in genes overlapped between DEV and LVH. (**D**) Significant Biological Process (BP, top) and Cellular Component (CC, bottom) terms regulated in hypertrophy. Only top 10 terms are shown for BP and CC. The average p-value of three 1 W TAC samples was used to sort entries. P-values in other samples are also shown for comparison. To remove redundancy, we eliminated GO terms that overlapped by more than 50% of associated genes with another term that had a more significant p-value. P-values are presented in a heatmap according to the color scheme shown in the graph.

Using hierarchical clustering, we found, as expected, that development samples were separated from hypertrophy samples, and embryonic development (ED1 and ED2) samples were separated from postnatal development (PD1, PD2 and EA) ones (Figure 1B). Interestingly, gene expression differences between late embryonic stage and adult (EA) in mouse were more similar to those in postnatal development of rat (PD) than to those in embryonic development of mouse (ED), indicating that gene expression changes in rat and mouse at similar developmental stages are well correlated despite different species and array platforms. This result also supports the suitability of using the rat dataset in our analysis.

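On average, genes of the extracellular matrix had lower signals at 4 W TAC than at 1 W TAC (mean log2 ratio of 4 W to 1 W TAC -0.74). The size of the change varied between genes, and this variation was not tested. Tnc, which encodes tenascin C, and Timp1, an inhibitor of metalloproteinases, had log2 ratios to Sham of 3.26 and 3.58 at 1 W TAC and of 0.94 and 1.37 at 4 W TAC. Thbs4, which encodes thrombospondin 4, had 3.61 at 1 W TAC and 3.29 at 4 W TAC. Genes of immune cells had lower signals at 4 W TAC than at 1 W TAC, with a log2 ratio of 4 W to 1 W TAC of -1.82 (standard error 0.28) for C3ar1, a complement receptor, and of -1.30 (standard error 0.32) for Irf7, a transcription factor of the interferon response. For Ucp3 and Acaa2, which act in mitochondria, this ratio was 0.78 and 0.60 (standard error 0.20 for both). For these 4 genes limma's adjusted p over all rows was between 0.531 and 0.705. Adjusted over the list alone with limma, the signal at 4 W TAC was below that at 1 W TAC for 25 of 64 extracellular matrix genes, 22 of 57 immune response genes, 6 of 30 lysosome genes and 12 of 16 macrophage markers, and above it for 0 genes of these lists. By camera, 29 of 36 lists differed between the 2 time points, 16 with the higher values at 4 W TAC and 13 with the lower ones. None of the 29 passed with an estimated correlation, where the smallest adjusted p of camera was 0.282. With fry, another test of gene lists in limma, 0 lists passed for this comparison. For single genes, limma gave 0 rows with a higher and 1 row with a lower signal at 1 W TAC than in Sham, adjusted over all 23332 rows. This row, 5251852, carries no gene symbol and had a log2 ratio of -4.42 (standard error 0.17, adjusted p = 0.0104 from limma). It did not pass with the replicate number as a block, in a fit of only the 2 groups or without any 1 of the 6 arrays, where 0 rows passed except for 1 row with a higher signal without 1 W TAC replicate 1. For 4 W TAC against Sham and for 4 W TAC against 1 W TAC, 0 rows passed. An unadjusted p under 0.05 from limma was reached by 2654, 1330 and 1521 rows in the 3 comparisons, where chance gives 1167. The selection that the legend of Fig. 4A states, without an adjustment for the number of rows, took 829, 326 and 355 rows. When only rows with 1 gene symbol were fitted and adjusted, 205 genes were higher and 63 lower at 1 W TAC than in Sham, 1 gene (Thbs4) was higher at 4 W TAC, and 2 genes were lower at 4 W TAC than at 1 W TAC. These were Tnc and Sprr1a, the latter named after its values were seen. Across genes, the log2 ratios at 1 and 4 W TAC had a Pearson correlation of 0.66 and a Spearman correlation of 0.61. Simulated unchanged groups that share the Sham arrays gave a mean Pearson correlation of 0.50 (from 0.47 to 0.54 in 100 simulations). Genes were simulated independently of each other, so this range leaves out variation that genes share and is no test of the observed value. The covariance of the ratios was 0.0725, and 0.0307 in these simulations. With a separate Sham array for each time point, the Pearson correlation was 0.21 or 0.33.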

Among the hypertrophy samples, 1 W TAC samples (LVH1–3) were clustered together and were separated from 4 W and 12 W TAC samples despite that the three 1 W TAC datasets were from different labs and platforms, indicating that genes are distinctly regulated in short- and long-term hypertrophy conditions. As evidenced by the overall clustering pattern (Figure 1B) and Pearson Correlation values (Figure S2), gene expression changes in hypertrophy showed a general negative correlation with those in development, particularly with late embryonic development (ED2) and early postnatal development (PD1). We then identified genes that were significantly regulated in hypertrophy and development. As shown in Figure 1C, more genes were oppositely regulated in hypertrophy vs. development than consistently regulated (261 vs. 89, see Table S3 for the full lists), further supporting the overall inverse correlation between hypertrophy and development (*P*<2.2×10^−16^, Fisher's exact test). In addition, a greater number of genes were found to be regulated in development or hypertrophy only.

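Of the 834 genes that Table S3 lists as up- or downregulated in hypertrophy, 701 were matched to a gene on the arrays. At 1 W TAC, the log2 ratio of 680 of them (97.0%) had the direction of the heading, with median log2 ratios from 0.88 to 1.16 under the 3 headings of upregulated genes and from -1.02 to -0.68 under the 3 headings of downregulated genes. Among the 72 matched genes listed as upregulated in both hypertrophy and development, the median was 1.16 at 1 W TAC and 0.44 at 4 W TAC. Among the 110 matched genes listed as down in hypertrophy and up in development, the medians were -0.85 and -0.28. At 4 W TAC, 649 of the 701 genes (92.6%) had the direction of the heading. The 1 W TAC arrays were among those on which the paper chose these genes, so the direction at 1 W TAC is not independent evidence of it, and smaller ratios at 4 W TAC are expected from the choice alone. The 4 W TAC arrays were not used for the choice but share the Sham arrays, and simulated unchanged groups with shared Sham arrays gave the direction of the first comparison in 83.9% of the genes with |z| above 2. That share leaves out variation common to many genes, since the genes were simulated independently of each other. Of the 701 genes, 0 passed limma's test adjusted over all rows at either time.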

We next analyzed Gene Ontology (GO) terms in Biological Process (BP) and Cellular Component (CC) categories for the genes regulated in hypertrophy and development (Figure 1D). 

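At 1 W TAC the 64 measured genes of the extracellular matrix list were 3.41-fold above Sham on average (mean log2 ratio 1.77, SD across genes 1.03), and 64 of 64 had a ratio above 0. The ratio of Postn was 4.16 on the log2 scale (standard error 0.38), and that of Cilp, which encodes a cartilage matrix protein, was 3.80 (standard error 0.53). The immune response list, with genes of complement, chemokines and their receptors, had a mean log2 ratio of 0.91, with Ccr2, a chemokine receptor of monocytes, at 2.13 and the complement receptor gene C3ar1 at 1.99. Cell cycle genes had a mean of 0.68, with 1.97 for Top2a, a topoisomerase of dividing cells, and 1.85 for Prc1, a regulator of cytokinesis. The mean of the actin and microtubule cytoskeleton list was also 0.68, with the tubulin gene Tubb2a at 2.16 and the calponin gene Cnn1 at 1.51. Adjusted over the list alone with limma, 56 of 64 matrix genes, 36 of 57 immune response genes, 28 of 73 cell cycle genes and 23 of 51 cytoskeleton genes were higher, and 0, 0, 1 and 2 were lower. Lower signals were found for fatty acid oxidation, with a mean log2 ratio of -0.74 and 22 of 31 genes lower and 0 higher when adjusted over the list alone. Acaa2, an enzyme of mitochondrial fatty acid oxidation, had -1.28. The oxidative phosphorylation list had a mean of -0.44, with Cox8b at -0.91 and Ndufs6 at -0.84, subunits of respiratory complexes IV and I. Of its 52 genes 49 had a ratio below 0, and 0 passed when adjusted over the list alone. For the peroxisome list the mean was -0.39 and 2 of 38 genes were lower, with the peroxisomal genes Gstk1 at -1.57 and Pxmp2 at -1.42. The means at 4 W TAC were 1.03 for the extracellular matrix, 0.23 for the immune response, 0.15 for the cell cycle, 0.28 for the cytoskeleton, -0.34 for fatty acid oxidation, -0.27 for oxidative phosphorylation and -0.12 for the peroxisome. Here 43 matrix genes and 1 cytoskeleton gene were higher when adjusted over the list alone, and 0 genes of the other 5 lists passed. Markers of fibroblasts (mean log2 ratio 1.24) and of macrophages (1.14) were also higher at 1 W TAC, while those of endothelial cells (-0.11) and of smooth muscle cells and pericytes (0.07) did not pass camera. For the markers of fibroblasts and of macrophages the adjusted p of camera was 0.213 with an estimated correlation.

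**Figure D1:**
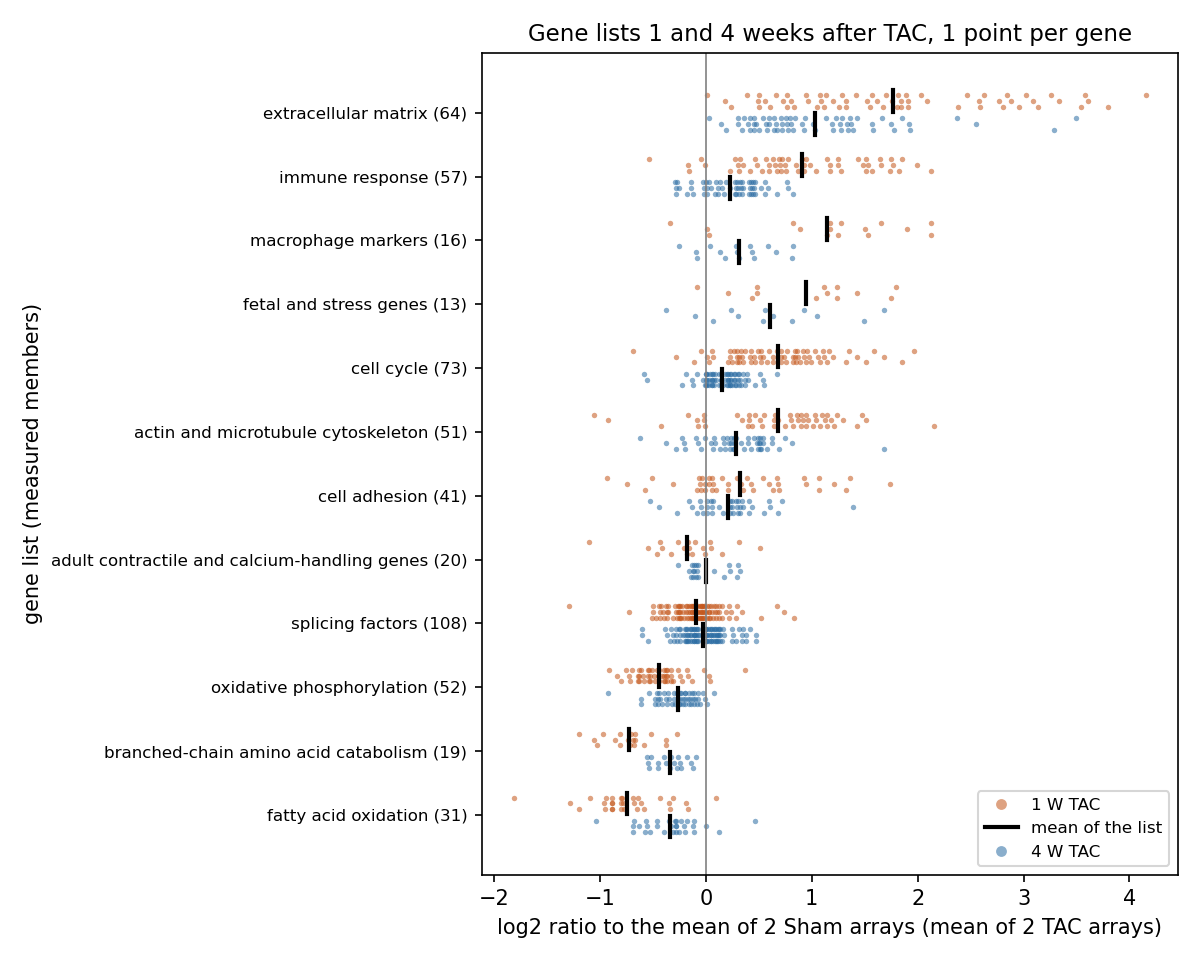
Log2 ratio of each measured gene of 12 lists to the mean of the 2 Sham arrays, at 1 W TAC (orange) and 4 W TAC (blue). Each point is 1 gene (mean of 2 TAC arrays) and each black bar the mean of the list, which for the extracellular matrix lies at 1.77 and 1.03 and for fatty acid oxidation at -0.74 and -0.34.

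By camera, each of these 7 lists passed at both times, with adjusted p from 1.80e-57 for the extracellular matrix to 3.08e-09 for the peroxisome at 1 W TAC and from 3.03e-54 for the extracellular matrix to 0.0082 for the cell cycle at 4 W TAC. These p values compare genes with genes and do not measure the spread between the mice. With fry, 14 of all 36 lists passed at 1 W TAC and 0 at 4 W TAC. With an estimated correlation none passed camera: the adjusted p ran from 0.0766 for oxidative phosphorylation to 0.251 for the cell cycle at 1 W TAC, and from 0.0953 to 0.803 at 4 W TAC. Adjusted over all rows with limma, 0 genes of these lists passed. When only rows with 1 gene symbol were tested, 43 matrix genes, 14 immune response genes, 2 cell cycle genes and 3 cytoskeleton genes were higher at 1 W TAC, and 6 fatty acid oxidation genes, 2 peroxisome genes, 1 cytoskeleton gene and 0 oxidative phosphorylation genes were lower. Of the measured genes, 54 of the matrix list, 19 of the immune response, 33 of the cell cycle, 35 of the cytoskeleton and 18 of the fatty acid oxidation list stand in Table S3, which was chosen in part on these arrays. The call of the peroxisome list at 4 W TAC was lost without Sham replicate 1 (mean -0.03) or 4 W TAC replicate 1 (mean -0.04), and that of the cell cycle list without Sham replicate 1 (mean 0.18) or 4 W TAC replicate 2 (mean 0.05). Without members of Table S3 the peroxisome (mean -0.0167) and the cytoskeleton (mean 0.13) did not pass at 4 W TAC, and without Sham replicate 1 and 4 W TAC replicate 1, the 2 arrays with high signals of the brown fat gene Ucp1 and an omission chosen after the values were seen, the immune response (mean 0.24), the cell cycle (mean 0.28) and the peroxisome (mean 0.0482) did not.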

Using a new method based on comparison of regulation profiles of different sets of genes (Figure S3 and Text S1 for detail), we found that genes with functions in immune response, extracellular matrix (ECM), cell cycle, and cell morphology tended to be upregulated in hypertrophy, whereas those with functions in energy generation, mitochondrion, and peroxisome tended to be downregulated. 

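On the hypertrophy side, genes of macrophages and of lysosomes had higher signals at 1 W TAC. The macrophage marker Adgre1 (F4/80) had a log2 ratio of 2.13 (standard error 0.35) at 1 W TAC and of 0.82 at 4 W TAC, and Ctss, which encodes a lysosomal protease, had 2.09 and 0.36. Of 16 macrophage markers 13 were higher and 0 lower at 1 W TAC when adjusted over the list alone with limma, and of 30 lysosome genes 18 were higher and 0 lower (mean log2 ratio 0.76). The mean of the interferon response list was 0.50, with Irf7 at 1.29, and the mean of the lymphocyte markers was 0.29, with the chemokine gene Ccl5 at 1.57. In neither of these lists did a gene pass when adjusted over the list alone. Neutrophil markers had a mean of 0.13 and did not pass camera (adjusted p = 0.877). The means at 4 W TAC were 0.31 for macrophage markers, 0.18 for lysosome genes and 0.24 for interferon response genes, with 0 genes past the test adjusted over each list alone. Among the mitochondrial lists, the catabolism of branched-chain amino acids had a mean of -0.72, and 15 of its 19 genes were lower at 1 W TAC when adjusted over the list alone. Ppm1k, the phosphatase that activates the branched-chain keto acid dehydrogenase, had -1.20. The list of the tricarboxylic acid cycle and pyruvate had a mean of -0.51, with 5 of 24 genes lower, among them Pdhb, a subunit of pyruvate dehydrogenase, at -1.13 (standard error 0.20). Genes of the mitochondrial ribosome (mean -0.40) and regulators of metabolism (mean -0.43) had 0 genes past the test adjusted over the list alone. The regulators included Klf15 at -0.77 and the nuclear receptor gene Rxrg at -0.86. Without 1 of the 1 W TAC arrays, the ratio at 1 W TAC was -0.39 or -1.16 for Klf15 and 0.89 or 2.26 for Ccl5. These 4 lists had means at 4 W TAC of -0.33, -0.18, -0.20 and -0.14. Glycolysis genes had a mean of -0.14 at 1 W TAC and 0.05 at 4 W TAC and did not pass camera at either time, with the phosphofructokinase gene Pfkp at 1.03 and the glucose transporter gene Slc2a4 at -0.88 at 1 W TAC. At 1 W TAC camera gave adjusted p from 7.65e-16 for the lysosome genes to 0.0317 for the lymphocyte markers among the lists named here that were higher, and from 2.10e-15 to 4.46e-09 among the 4 mitochondrial and regulator lists. None of these lists passed camera with an estimated correlation, where the adjusted p lay between 0.213 and 0.338 at 1 W TAC.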

Some gene pathways were consistently regulated in hypertrophy and development (Figure 1D), for example, immune response; some pathways were oppositely regulated, such as mitochondrion and cell cycle. The relations were also discernable using gene density plots which showed how genes were distributed with respect to regulation in hypertrophy or development (Figure S4).

Taken together, our result systematically defined genes and pathways regulated in hypertrophy and divided them into development-related and nonrelated groups. The former group corresponds to the “fetal gene program”, which is presumably attributed to reversal of the mechanisms involved in development during hypertrophy.

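Genes known as fetal or stress genes of the heart had higher signals in the TAC hearts, and for most of them the ratio at 4 W TAC was below that at 1 W TAC. Nppa and Nppb, which encode the natriuretic peptides, had log2 ratios to Sham of 1.80 and 1.12 at 1 W TAC and of 1.49 and 0.93 at 4 W TAC. Acta1, the skeletal alpha-actin gene, had 1.43 and 1.69. The ratios of Fhl1, a LIM domain gene, were 1.75 and 1.05, and those of Rcan1, which encodes a regulator of calcineurin, were 1.24 and 0.56. Nes, which encodes nestin, had 1.04 at 1 W TAC and 0.07 at 4 W TAC. Enah (1.24 and 0.82), Des (1.15 and 0.54), Ankrd1 (0.48 and 0.64), Slc2a1 (0.48 and 0.30) and Hk1 (0.44 and 0.24) were on the same side at both times. The smooth muscle actin gene Acta2 (-0.09 and -0.38) and the slow skeletal troponin gene Tnni1 (0.21 and -0.10) had ratios near 0 at 1 W TAC. No value is given for Myh7 and Xirp2, which were not matched to a row with 1 gene symbol.

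**Figure D2:**
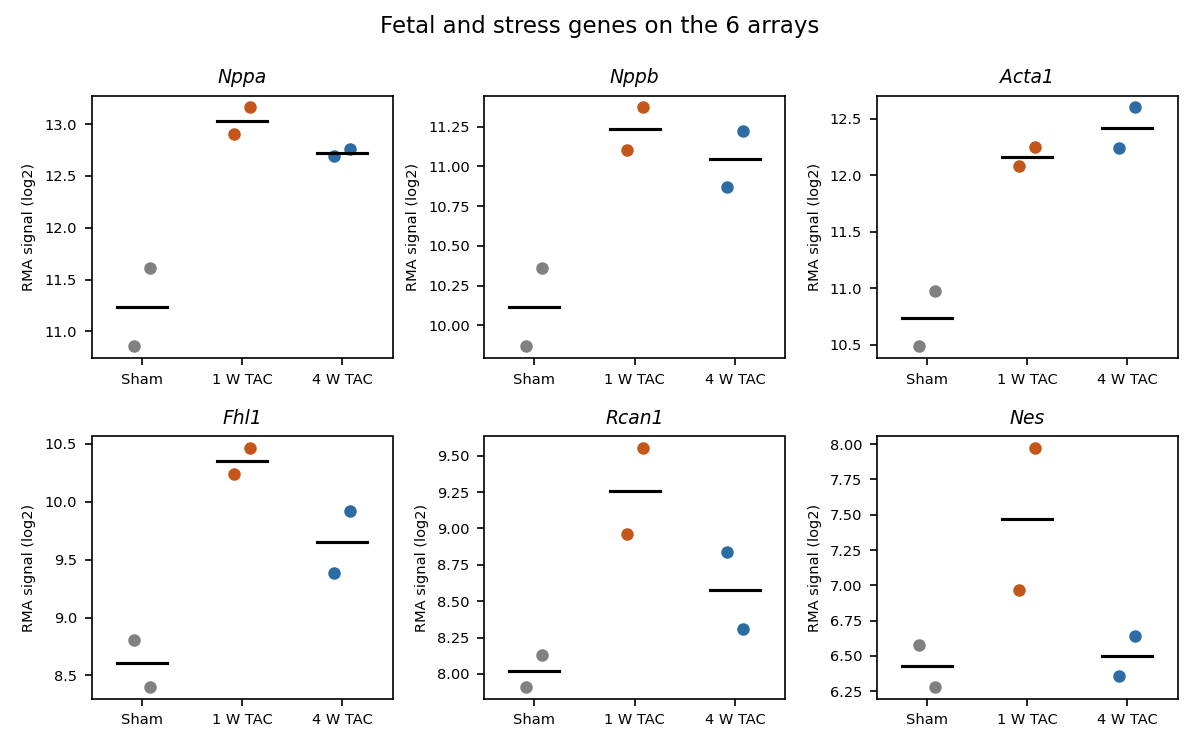
RMA signal (log2) of 6 fetal and stress genes on each of the 2 arrays of Sham, 1 W TAC and 4 W TAC. Points are arrays and black bars are means of 2 arrays; Nppa had means of 11.24 in Sham, 13.03 at 1 W TAC and 12.73 at 4 W TAC.

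Adjusted over the list alone with limma, 10 of 13 measured fetal and stress genes were higher at 1 W TAC and 5 at 4 W TAC, and 0 were lower at either time. Adjusted over all rows 0 passed, with adjusted p = 0.156 from limma for Nppa at 1 W TAC. The list had a mean log2 ratio of 0.94 (SD across genes 0.59) at 1 W TAC and 0.60 (SD 0.60) at 4 W TAC, with adjusted p = 4.44e-10 and 1.85e-07 from camera. The adjusted p with an estimated correlation was 0.213 and 0.365. Genes of adult contraction and calcium handling, with Ckm at -0.55 and the calcium-binding gene Hrc at -1.11, had a mean of -0.17 at 1 W TAC (adjusted p = 0.0157 from camera, and 0.392 with an estimated correlation). Their mean was 0.002 at 4 W TAC, with a median of -0.09, and the list did not pass. From the groups of genes that changed in hypertrophy and their direction in development, the paper divides the regulated pathways into groups related and not related to development, and proposes that the related group reflects a reversal of developmental mechanisms.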

### Regulation of mRNA isoform expression in cardiac hypertrophy

Alternative usage of exonic regions leads to mRNA isoforms encoding different proteins and/or UTRs. To understand how mRNA isoform expression is regulated during hypertrophy, we analyzed exon-level probe intensity changes using our exon array data for 1 W and 4 W TAC and Sham samples. Using the splicing index method, which examines exon usage by normalization to gene expression, and the COSIE method for correction of probe hybridization bias (see Materials and Methods for detail), we identified 2,086 and 1,942 exons with significant change of usage (>3*standard deviation) in 1 W and 4 W TAC samples, respectively (Figure 2A). While a significant fraction of regulated exons (about 14–16% in each sample) were commonly regulated in both 1 W and 4 W TAC samples, suggesting continuous regulation in the course of hypertrophy (*P*<2.2×10^−16^, Fisher's exact test), a large number of stage-specific regulated events were also identified.

**Figure 2:**
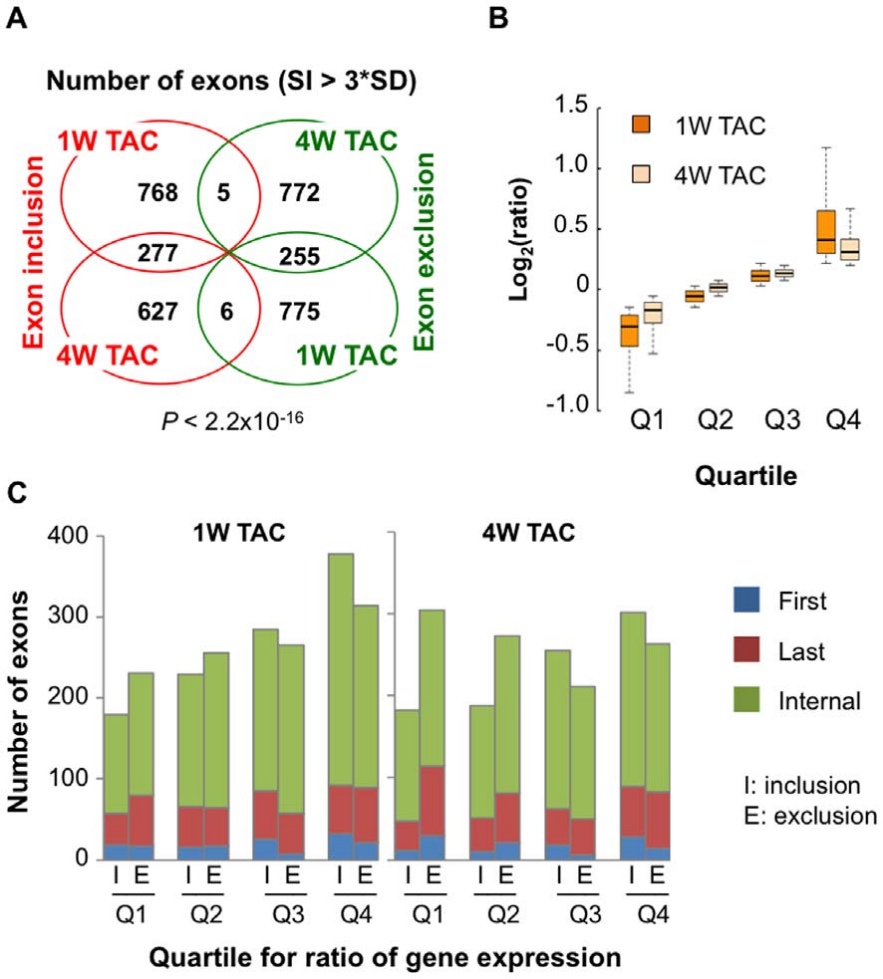
Global analysis of mRNA isoform regulation in cardiac hypertrophy. (**A**) Venn diagram of exon-level regulation in 1 W and 4 W TAC samples (LVH3 and LVH4). Significantly regulated exons are those with splicing index (SI) >3*standard deviation (SD) of all exons. (**B**) Gene expression changes in 1 W and 4 W TAC samples. Genes were divided into four quartiles based on log_2_(ratio). (**C**) Distribution of regulated exons with respect to location and gene expression. Exons were divided into four groups based on gene expression changes as shown in (B), and were further classified into first, internal, and last exons. ‘I’, inclusion; ‘E’, exclusion.

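The highest quartile of genes by log2 ratio had a median of 0.38 at 1 W TAC and of 0.29 at 4 W TAC, and the lowest quartile had -0.33 and -0.22. The second quartile had medians of -0.07 and -0.03, and the third quartile of 0.09 and 0.10. Each quartile held 3715 of the 14860 genes, and all genes with a value were used, without a filter on detection. Postn, Fn1 and Nppa lay in the highest quartile at both times, which began at 0.19 at 1 W TAC and at 0.17 at 4 W TAC. Ucp3 and Rbfox1 lay in the lowest quartile, which ended at -0.16 and -0.10. These medians carry no test, and their standard deviation between single TAC arrays was 0.03 for the lowest quartile at 1 W TAC and 0.10 for the highest.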

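The genes that host the 50 top skipped exons of Table S5 were set against the quartiles of expression change. Rtn4, which encodes a membrane protein of the endoplasmic reticulum, and the transcription factor gene Runx1 had log2 ratios of 1.84 and 1.62 at 1 W TAC and lay in the highest quartile, as did Postn. The respiratory complex I gene Ndufs1 had -0.61 and lay in the lowest, as did Rbfox1. Of 48 distinct host genes 39 had a value. At 1 W TAC, 10 of them lay in the highest quartile (25.6%, 95% exact binomial interval 13.0 to 42.1), 7 in the third, 11 in the second and 11 in the lowest, where 9.75 per quartile are expected (p = 1, exact binomial test, two-sided). For 4 W TAC, 11 lay in the highest quartile (28.2%, interval 15.0 to 44.9, p = 0.711 from the same exact binomial test). Runx1 and Ndufs1 are named here after their values were seen. Table S5 was chosen on these arrays and holds only the top events, and exon-level values were not analysed here.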

Interestingly, we found a correlation between change of gene expression and regulation of internal exon usage in the 1 W TAC samples (Figures 2B and 2C), i.e., genes upregulated at the expression level were more likely to be regulated at the splicing level as well, for both inclusion and exclusion of internal exons. This trend was not discernable in 4 W TAC samples or for 5′ or 3′ terminal exons (Figure 2B). This result suggests that change of gene expression and regulation of splicing variants are coupled at the early stage of hypertrophy (see Discussion).

We next examined GO terms for genes with significant regulation of alternative usage of exons in hypertrophy. While genes with regulated first and/or last exons did not appear to be biased to any GO terms, those with regulated internal exons were found to be significantly associated with a set of GO terms (Table 1). With respect to BP, ‘cell adhesion’, ‘cell cycle phase’, ‘sensory perception of mechanical stimulus’, and ‘microtubule-based process’ were significant for genes with regulated internal exons in 1 W TAC, and ‘ion transport’ and ‘chromosome organization’ were significant for those with regulated internal exons in 4 W TAC. With respect to CC, ‘cytoskeletal part’ was significant for both 1 W and 4 W TAC conditions, whereas ‘proteinaceous extracellular matrix’ was associated with 1 W TAC only. 

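At the level of gene expression, genes of cell adhesion had a mean log2 ratio of 0.32 at 1 W TAC (SD across genes 0.58) and of 0.21 at 4 W TAC (SD 0.33). Itgbl1, which encodes an integrin-like protein, had 1.74 and 1.39, and the neural cell adhesion gene Ncam1 had 1.37 and 0.25. Adjusted over the list alone with limma, 7 of 41 adhesion genes were higher and 1 lower at 1 W TAC, and 1 was higher at 4 W TAC. Of 35 genes of TGF-beta and profibrotic signalling, 14 were higher and 0 lower at 1 W TAC when adjusted over the list alone. Ccn2, which encodes connective tissue growth factor, had 2.47 (standard error 0.30) and 1.66, and Ltbp2, which encodes a matrix protein related to TGF-beta binding proteins, had 2.58 and 1.75. The mean of that list was 0.74 at 1 W TAC and 0.47 at 4 W TAC, where 0 genes passed. Fibroblast markers had a mean of 0.80 at 4 W TAC, with 11 of 17 higher and 1 lower at 1 W TAC and 8 higher at 4 W TAC when adjusted over the list alone. Col1a1, a gene of type I collagen, had 3.33 and 1.57 and also belongs to the matrix list, as do several other markers of fibroblasts. Ion channels and transporters had a mean of -0.30 at 1 W TAC and -0.08 at 4 W TAC, with the sodium channel subunit gene Scn4b at -1.40 and -0.65 and the potassium channel gene Kcnv2 at -1.12 and -1.25, and 2 of 34 genes were lower at 1 W TAC when adjusted over the list alone. These 4 lists passed camera at both times, with adjusted p from 2.09e-12 to 1.47e-04 at 1 W TAC and from 6.08e-14 to 0.0322 at 4 W TAC. With an estimated correlation the adjusted p of camera was 0.448 and 0.727 for cell adhesion, 0.226 and 0.437 for TGF-beta signalling, 0.213 and 0.256 for fibroblast markers and 0.338 and 0.727 for ion channels. Without Sham replicate 2 or without 4 W TAC replicate 2, the cell adhesion list did not pass camera at 4 W TAC (means 0.13 and 0.08).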

Since many of these GO terms were also associated with regulation of gene expression level (Figure 2), this result further indicates that there is a connection between transcriptional control and splicing regulation during hypertrophy. In addition, this result suggests that alternative splicing (AS) of internal exons can play an important role in remodeling of the heart under pressure overload.

**Table 1:** Significant GO terms for genes with regulated AS.

GO ID, Name	*P* (1W TAC)	*P* (4W TAC)
**Biological Process**		
GO:0007155, cell adhesion	3.6E-06	5.7E-03
GO:0022403, cell cycle phase	7.8E-06	5.1E-03
GO:0050954, sensory perception of mechanical stimulus	1.2E-05	6.2E-02
GO:0007017, microtubule-based process	9.0E-05	4.8E-04
GO:0006811, ion transport	7.4E-02	9.0E-05
GO:0051276, chromosome organization	2.3E-02	9.8E-05
**Cellular Component**		
GO:0044430, cytoskeletal part	3.7E-07	6.1E-05
GO:0005578, proteinaceous extracellular matrix	1.3E-06	2.1E-02
GO:0000775, chromosome, centromeric region	1.4E-04	3.0E-02
GO:0005694, chromosome	1.5E-04	4.9E-04
GO:0042995, cell projection	2.2E-04	6.1E-02

Fisher's exact test was used for genes with significant AS (internal exon) regulation, as shown in Figure 2. Significant GO terms (*P*<0.05 after Benjamini-Hochberg adjustment) in 1 W and/or 4 W TAC are shown, and are sorted by the p-value of 1 W or 4 W TAC, whichever is more significant. Redundant GO terms (sharing more than 50% of associated genes with another GO term having a more significant p-value) were eliminated.

### Correlation of mRNA isoform expression between cardiac hypertrophy and development

We next asked how the isoform regulation in hypertrophy was related to that in development. To this end, we compared exon usage changes in hypertrophy using our exon array data and those in development using the splicing microarray data (EA) [25]. We focused on three types of isoform changes, namely skipping of internal exon (SE), alternative first exon (AFE), and alternative last exon (ALE) (Figure 3).

**Figure 3:**
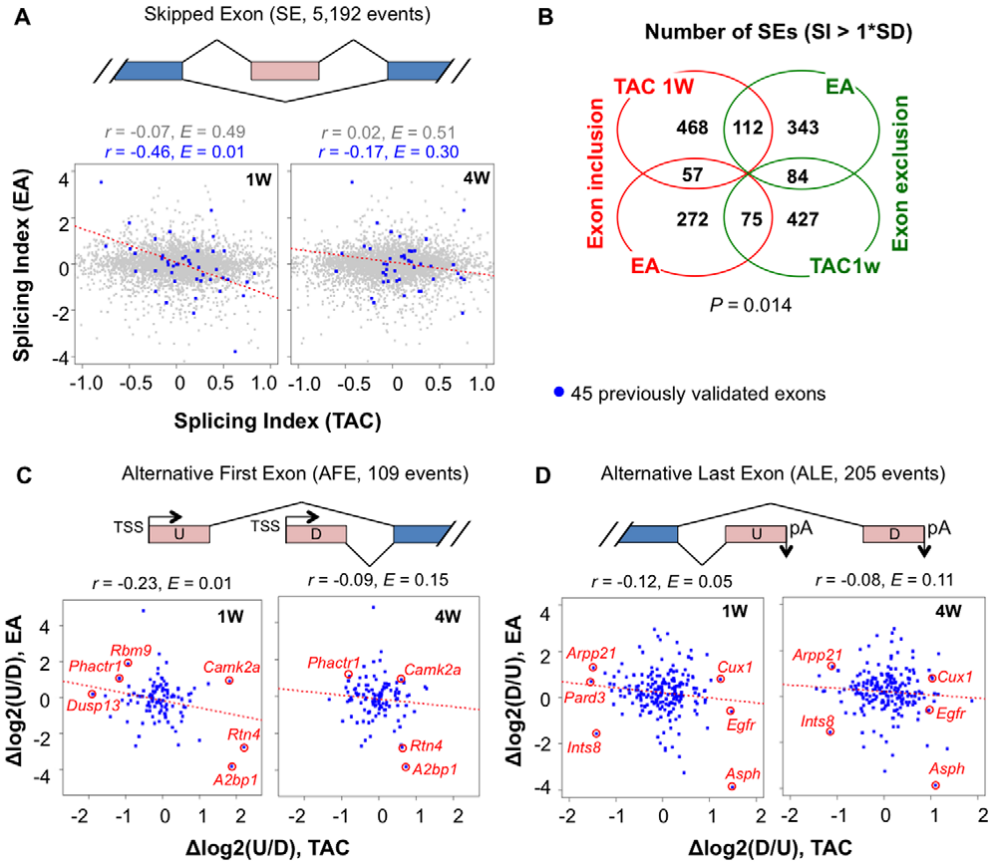
Comparison of mRNA isoform regulation in cardiac hypertrophy and development. (**A**) Comparison of SI for skipped exons (SE). Skipped exons were defined by cDNAs/ESTs. Grey dots are all expressed SE events, and blue dots are the ones that are developmentally regulated and experimentally validated in a previous study [25]. The dotted red line is based on linear regression of blue dots. Pearson correlation coefficient was calculated for each plot, and its *E* value was estimated based on random sampling of the same number of exons (see Materials and Methods for detail). (**B**) Venn diagram showing the highly regulated SEs in hypertrophy and development. Highly regulated SEs were selected using 1*SD of SI. (**C**) and (**D**) Regulation of alternative first and last exons. U and D are upstream and downstream terminal exons, respectively. Alternative terminal exons were analyzed using difference in log_2_(U/D) or log_2_(D/U), where U/D or D/U are ratios of probe set intensities between U and D.

For all the 5,192 exons that can be involved in SE, there was no significant correlation between hypertrophy and development, based on Pearson correlation (*r* = −0.07 for 1 W TAC and *r* = 0.02 for 4 W TAC), or on comparison with randomly selected exons (expected value or *E* = 0.49 for 1 W TAC and *E* = 0.51 for 4 W TAC, see Materials and Methods for details of the analysis method). However, when we focused on a set of SE events that were previously validated for regulation in development (Table S4) [25], we detected a significant inverse correlation for 1 W TAC vs. EA (*r* = −0.46, *E* = 0.01) but not for 4 W TAC vs. EA (*r* = −0.17, *E* = 0.30), indicating a set of splicing events are both regulated in hypertrophy and development but in opposite directions. To further explore this, we used a Venn diagram to examine highly regulated SE events in hypertrophy and development. Indeed, more SE events were inversely regulated than consistently regulated (187 vs. 141, *P* = 0.014, Fisher's exact test) (Figure 3B).

For the 109 AFE events analyzed, an inverse correlation between development and hypertrophy was clearly discernable (Figure 3C), with 1 W TAC vs. EA (*r* = −0.23, *E* = 0.01) being more significant than 4 W TAC vs. EA (*r* = −0.09, *E* = 0.15). Several AFE events were highly regulated in LVH and EA with opposite directions, such as *A2bp1*, *Rtn4*, *Rbm9*, and *Phactr1*, but some appeared to be regulated in LVH only, such as *Camk2a* and *Dusp13*. Like AFE events, inverse correlation between development and hypertrophy could also be seen for the 205 ALE events (Figure 3D), and, again, 1 W TAC vs. EA was more significantly correlated (*r* = −0.12, *E* = 0.05) than 4 W TAC vs. EA (*r* = −0.08, *E* = 0.11). Several ALE events were highly regulated in LVH and EA with opposite directions, such as *Asph*, *Egfr*, *Pard3*, *Arpp21*, and some were regulated in LVH only, such as *Cux1*.

Taken together, our result indicates that cardiac hypertrophy involves widespread mRNA isoform changes, and some of the events are oppositely regulated in development, especially for those regulated at the early stage of hypertrophy. These mRNA isoform changes can significantly impact expression of protein isoforms, such as changing protein domains, which are important for adaptation of heart functions under stress overload (See Tables S5, S6, and S7 for top most significantly regulated SE, AFE, and ALE cases in hypertrophy).

### Modulation of expression of Fox family genes may play a role in AS regulation in cardiac hypertrophy

The widespread regulation of AS isoforms prompted us to examine expression of splicing factors. To this end, we examined expression changes of genes that were annotated with splicing activities or previously reported to play roles in AS (193 in total)[38], [39]. A number of genes were found to be highly regulated at the mRNA level during hypertrophy, some of which were oppositely regulated in hypertrophy vs. development. 

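In the 1 and 4 W TAC arrays, most splicing factors had small ratios. Among 108 measured members of a list of splicing factors written by hand, 3 were more than 1.5-fold above and 2 more than 1.5-fold below Sham at 1 W TAC, and 0 and 2 at 4 W TAC. The largest ratios at 1 W TAC were those of Rbfox1 (A2bp1), a tissue-specific splicing regulator, and of Pabpc1, which encodes a poly(A)-binding protein. Snrpb2, which encodes a spliceosome protein, had a log2 ratio of -0.60 at 4 W TAC (standard error 0.48), and of 0.16 without 4 W TAC replicate 2. Adjusted over the list alone with limma, 0 factors passed at either time, and the smallest adjusted p was 0.164 at 1 W TAC and 0.992 at 4 W TAC. Adjusted over all rows, 0 passed as well. An unadjusted p under 0.05 from limma was reached by 3 higher and 6 lower factors at 1 W TAC and by 0 and 2 at 4 W TAC. The selection that the legend of Fig. 4A states for a single dataset took 3 factors at 1 W TAC, Pabpc1, Rbfox1 and Mbnl3, a muscleblind-like gene with a log2 ratio of 0.68 that is named after its values were seen, and 0 at 4 W TAC. As a group, the splicing factors had a mean log2 ratio of -0.10 at 1 W TAC (adjusted p = 0.0110 from camera, and 0.669 with an estimated correlation) and of -0.03 at 4 W TAC, where the list did not pass. The set of splicing factors that the paper examined was not used here.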

Seven genes that were found to be consistently regulated in all 1 W TAC data sets are shown in Figure 4A. 

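Rbfox1, given as A2bp1 in the paper, had a log2 signal of 7.72 ± 0.28 (SD, n = 2 arrays) in Sham, 6.42 ± 0.30 at 1 W TAC and 7.11 ± 0.03 at 4 W TAC. Pabpc1 had 10.27 ± 0.08, 11.10 ± 0.16 and 10.65 ± 0.02, and Ptbp1, which encodes the polypyrimidine tract-binding protein PTB, had 6.93 ± 0.42, 7.67 ± 0.39 and 7.28 ± 0.16. Rbmxl1, given as Rbmxrt in the paper, had a log2 ratio of 0.30 at 1 W TAC (standard error 0.20) and of -0.31 at 4 W TAC. Prpf18, a factor of the second splicing step, had -0.36 (standard error 0.21) and 0.03. The log2 ratio of Rbfox2, given as Rbm9 in the paper and a paralog of Rbfox1, was 0.19 at 1 W TAC and 0.10 at 4 W TAC. The paper does not name Rbm9 as a gene regulated in level. By qRT-PCR it reports no significant change of the whole transcript, and Rbfox2 is shown here as a member of the Fox family. For all 6 genes both 1 W TAC arrays lay outside the range of the 2 Sham arrays, which chance gives in 16.7% of unselected genes in each direction. The paper chose the genes of Fig. 4A in part on these arrays and for a shared direction, so that rate is no test of them. Adjusted over all rows, limma gave adjusted p = 0.173 for Rbfox1 (log2 ratio -1.30, standard error 0.23), 0.199 for Pabpc1 (0.83, standard error 0.17) and 0.428 for Ptbp1 (0.74, standard error 0.29) at 1 W TAC. The adjusted p of the other 3 genes was 0.622 or higher at 1 W TAC, and at 4 W TAC none of the 6 was under 0.853. When only rows with 1 gene symbol were tested, Rbfox1 was lower at 1 W TAC (adjusted p = 0.0334 from limma), and of the other splicing factors 0 passed.

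**Figure D3:**
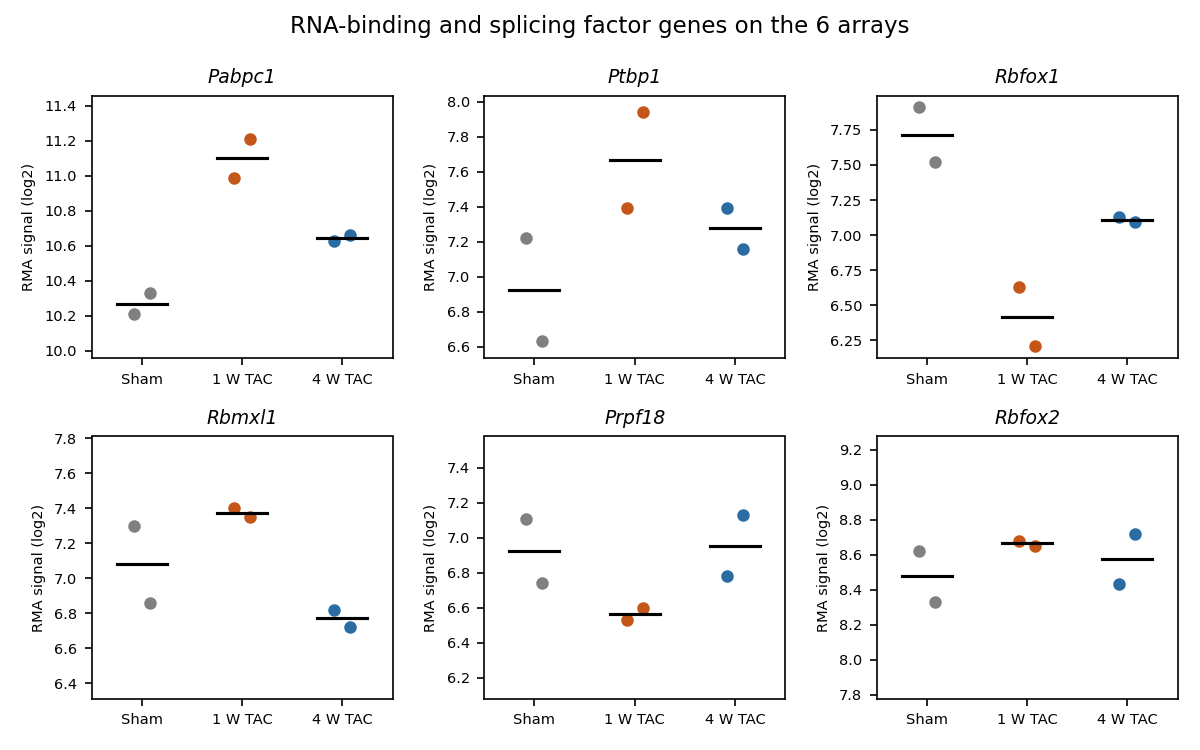
RMA signal (log2) of 6 genes of RNA-binding and splicing proteins on each of the 2 arrays of Sham, 1 W TAC and 4 W TAC. Points are arrays and black bars are means of 2 arrays; the 1 W TAC arrays of Rbfox1 lie below the Sham arrays and those of Pabpc1 above them.

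Sf3a1 lies on a row with several gene symbols and Rbm15 was not matched, so neither has a value here.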

We found that *Pabpc1*, *Rbmxrt*, and *Ptbp1* were upregulated in hypertrophy but downregulated in development, whereas *A2bp1* showed the opposite trend. Notably, *Rbmxrt*, *Ptbp1*, and *A2bp1* all encode proteins (hnRNP G, PTB, and Fox-1, respectively) that have been shown to regulate AS [40], [41], [42].

**Figure 4:**
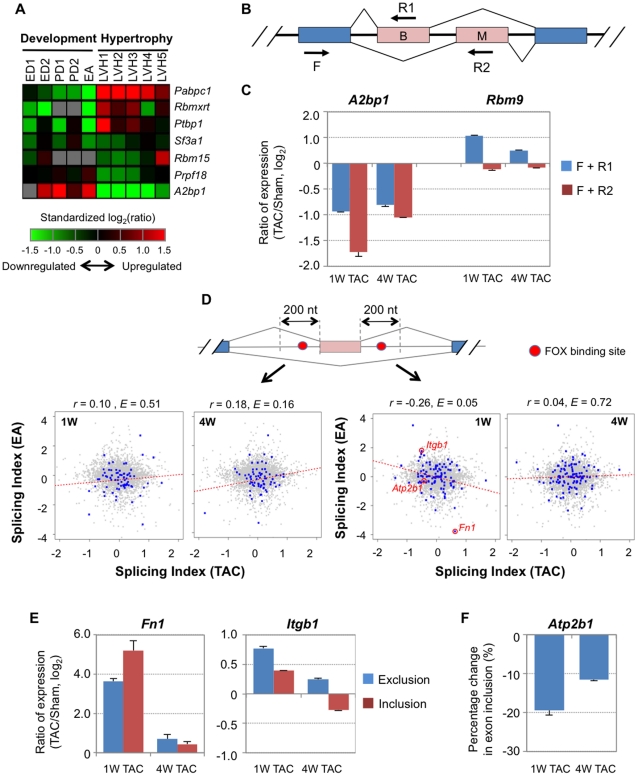
Regulation of splicing factors and Fox target exons in cardiac hypertrophy. (**A**) Gene expression analysis of splicing factors. Splicing factors are those reported in [38], [39]. Selected genes had fold change >1.5 and *P*<0.05 (T-test) in at least one of three 1 W TAC samples and had the same direction of regulation across samples. Genes are shown in a heatmap with color representing standardized log_2_(ratio) based on the color scale shown at the bottom. Grey indicates no detectable expression or not present on microarray. (**B**) and (**C**) Regulation of tissue-specific exons in *A2bp1* and *Rbm9*. ‘B’ and ‘M’ represent brain- and muscle-specific exons, respectively, which are expressed in a mutually exclusive manner. Constitutive exons are in blue and alternative ones are in red. Arrows indicate forward (F) and reverse (R) primers for qRT-PCR. Expression changes are based on comparison with Sham samples. Error bars are standard error of the mean (SEM). (**D**) Splicing regulation for skipped exons with the Fox binding site (TGCATG) located in the upstream or downstream intronic regions adjacent to the exon. Only conserved Fox binding sites were used (see Materials and Methods for detail). Pearson Correlation coefficient and its *E* value are shown for each graph. (**E–F**) Experimental validation of skipped exons with Fox binding sites in the downstream intronic region. See Figure S5 for their exon structures. Exon 25 of *Fn1* and exon 17 of *Itgb1* were analyzed by qRT-PCR and exon 21 of *Atp2b1* was examined by semi-quantitative PCR.

Since *A2bp1* is highly expressed in the heart [43] and previous studies implicated its role in heart development [25], we focused on its expression regulation and impact on AS in hypertrophy. *A2bp1* belongs to the gene family encoding Fox proteins, which also includes *Rbm9* (Fox-2) and *D11Bwg0517e* (Fox-3). The Fox proteins all contain an RRM RNA binding motif and Fox-1 and Fox-2 have been shown to have high binding specificity to the consensus sequence UGCAUG [44], [45]. Both *A2bp1* and *Rbm9* contain several exons that are differentially used in a tissue-specific manner, including alternative usage of the first exon [43], [46], which was also observed in our study (see above). In addition, exons 16 and 17 of *A2bp1* and their corresponding exons in *Rbm9* (exons 11 and 12) are mutually exclusive exons, which have been found to be highly used in brain and muscle tissues, respectively (Figures 4B and S5). Our exon array data indicated that these two exons were differentially regulated in hypertrophy. To confirm this, we carried out quantitative real-time reverse-transcription PCR (qRT-PCR) using primers targeting two isoforms of *A2bp1* or *Rbm9*. For *A2bp1*, both isoforms were downregulated, but the muscle isoform was more downregulated than the brain isoform, indicating both transcriptional and AS regulation. For *Rbm9*, the overall transcript level did not change significantly but the muscle isoform was mildly downregulated and the brain isoform was mildly upregulated, indicating AS regulation only.

In order to examine the role of Fox proteins in regulation of AS in hypertrophy, we selected skipped exons with conserved Fox binding sites (TGCATG) located either upstream (−200 to −1 nt) or downstream (+1 to +200 nt) of the exon, and analyzed their regulation in hypertrophy vs. development (Figure 4D). Interestingly, exons with Fox binding site(s) in the downstream region were significantly regulated in opposite directions between 1 W TAC and EA (*r* = −0.26, *E* = 0.05, see Table S8 for the exon list). This trend was not discernable for 4 W TAC samples or for exons with Fox binding sites in the upstream region.

We next focused on several skipped exons with Fox binding sites in the downstream intronic region and carried out validation assays, including exons in *Fn1*, *Itgb1*, and *Atp2b1*. *Fn1* and *Itgb1* respectively encode fibronectin and an integrin subunit, two cell adhesion molecules whose interaction modulates contraction of cardiac myocytes [47], [48]. Our microarray data indicated that both genes were upregulated in hypertrophy, and exon 25 of *Fn1* and exon b1D of *Itgb1* had increased inclusion and exclusion in 1 W TAC, respectively (Figure 4D). 

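Fn1, the fibronectin gene, had a log2 signal of 8.00 ± 0.08 (SD, n = 2 arrays) in Sham, 11.55 ± 0.32 at 1 W TAC and 9.58 ± 0.40 at 4 W TAC, which is 11.7-fold and 2.98-fold above Sham. Itgb1, which encodes the integrin beta 1 subunit, had 10.32 ± 0.15, 10.95 ± 0.04 and 10.64 ± 0.37, or 1.55-fold and 1.25-fold above Sham. For Fn1 the log2 ratio at 1 W TAC was 3.55 (standard error 0.27, adjusted p = 0.0587 from limma over all rows). The ratio of Itgb1 at 1 W TAC was 0.64 (standard error 0.23), which did not pass limma's test either (adjusted p = 0.380). For both genes the 2 arrays at 1 W TAC lay above the 2 Sham arrays, which chance gives in 16.7% of unselected genes. The paper named both genes as upregulated from its microarrays, which include these, so that rate is no test of them. Neither gene passed at 4 W TAC, with adjusted p of 0.575 and 0.970 from limma. In a test of only rows with 1 gene symbol, Fn1 was higher at 1 W TAC (adjusted p = 0.0020 from limma). These are gene-level values, and the exons of both genes were not analysed here.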

Using qRT-PCR with primers targeting exon exclusion and inclusion isoforms (Figure S5), we confirmed microarray results both for their gene expression and AS regulation (Figure 4E). We also examined exon 21 in *Atp2b1* (Figure S5), which encodes calcium ion transport ATPase [49], [50]. By semi-quantitative PCR, we also confirmed its regulation in hypertrophy (Figure 4F).

Taken together, our microarray and validation results indicate that Fox-1 protein is likely to play a role in regulation of AS for a set of exons in both 1 W TAC and development, especially when they bind to the downstream intronic region of a skipped exon.

### mRNAs tend to have short 3′UTRs in cardiac hypertrophy

Regulation of 3′UTRs by alternative cleavage and polyadenylation (APA) has recently been found to be associated with cell proliferation, oncogenic transformation, and development [34], [35], [36]. To examine how 3′UTRs are regulated in hypertrophy, we took advantage of the fact that a large number of Affymetrix GeneChip probes hybridize to constitutive 3′UTRs (cUTRs) and alternative 3′UTRs (aUTRs) (Figure 5A). cUTRs and aUTRs are defined by polyA sites located in 3′UTRs. We used a score, named relative expression of mRNA isoforms using distal polyA sites (RUD), to indicate the 3′UTR length as illustrated in Figure 5A. RUD was based on comparison of probe intensities for the upstream and downstream regions of a polyA site; a higher score indicates relatively higher abundance of mRNA isoforms resulting from usage of promoter-distal polyA sites, and thus longer 3′UTRs.

**Figure 5:**
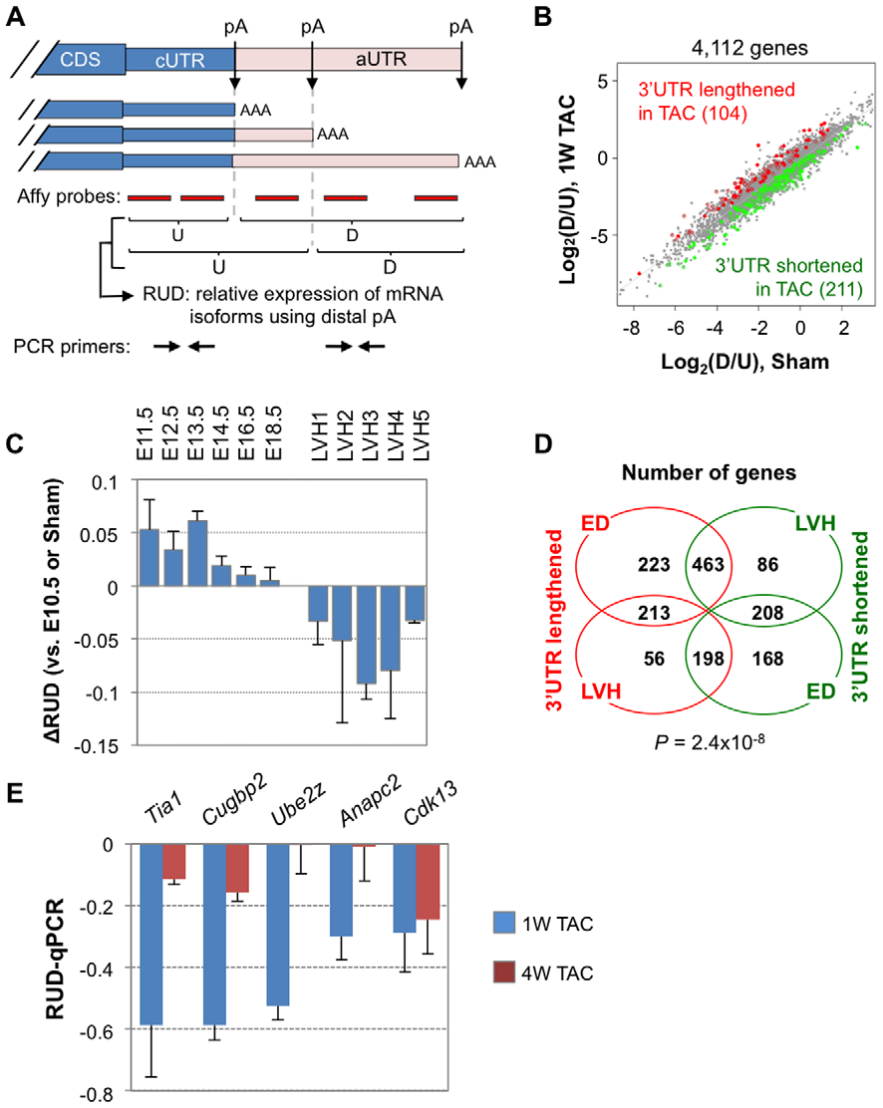
Regulation of 3′UTR isoforms in cardiac hypertrophy and development. (**A**) Schematic of APA and our method to detect 3′UTR length changes using microarray probes. A hypothetical gene contains three polyA sites, resulting in three 3′UTR isoforms. The 3′UTR regions upstream and downstream of the first polyA site are called constitutive and alternative UTRs, or cUTR and aUTR, respectively. Probes mapped to upstream and downstream of each polyA site were used to calculate the RUD score, which reflects the relative expression of 3′UTR isoforms. The RUD score correlates with 3′UTR length. (**B**) Comparison of ratio of probe intensity for the downstream region of polyA site to that of upstream region (D/U) of polyA site between Sham and 1 W TAC (LVH3). A total of 4,112 genes were examined. Genes with significant regulation of 3′UTR length (*P*<0.1, T-test) are colored, with red for genes with 3′UTR lengthened in 1 W TAC and green for those with 3′UTR shortened. (**C**) Global RUD changes in cardiac development and hypertrophy. The median RUD of all genes in each sample was plotted to represent RUD of the sample. All embryonic samples were compared to E10.5, and TAC samples were compared to Sham. Error bars are standard error of the mean (SEM) based on multiple samples. (**D**) Venn diagram showing numbers of genes with UTR lengthened or shortened in development and hypertrophy. We selected genes with consistent regulation in at least 4 out of 6 ED samples and in at least 2 out of 3 LVH samples. Fisher's exact test was used to assess significance of the overlap between development and hypertrophy. (**E**) qRT-PCR analysis of genes with shortened 3′UTRs in TAC. Two sets of PCR primers were designed to target regions upstream and downstream of the first polyA site as shown in (A). The difference in their ratio was used to indicate 3′UTR length changes. PCR primer sequences are listed in Table S2, and gene structures are shown in Figure S6.

As shown in Figure 5B, more genes had higher relative abundance of short 3′UTR isoforms in 1 W TAC as compared to Sham (211 vs. 104), suggesting genes tend to express short 3′UTR isoforms in hypertrophy. Using median RUD score of surveyed genes in each sample, we found 3′UTR shortening took place in all TAC samples (Figure 5C). However, no significant GO terms were found to be associated with genes with shortened 3′UTRs (data not shown), suggesting that 3′UTR isoform regulation is a general feature of hypertrophy affecting all genes.

We next compared 3′UTR regulation in hypertrophy vs. in development. As shown in Figure 5C, compared to E10.5, embryonic development of the heart generally involved more expression of long 3′UTR isoforms, consistent with our previous findings [34]. A significant number of genes were regulated in opposite directions in embryonic development vs. hypertrophy with respect to 3′UTR length regulation (*P* = 2.4×10^−8^, Fisher's exact test, Figure 5D), further indicating an inverse correlation of APA isoform regulation between development and hypertrophy.

To validate our microarray results, we selected a number of genes with 3′UTR length changes, including *Tia1*, *Cugbp2*, *Ube2z*, *Anapc2*, and *Cdk1*. *Tia1* and *Cugbp2* encode RNA binding proteins that play roles in various aspects of post-transcriptional regulation [51], [52]; *Anapc2*, and *Cdk13* encode proteins involved in cell cycle control; and *Ube2z* is involved in the ubiquitin-proteasome pathway [53], [54], [55]. Using qRT-PCR with primer sets targeting upstream and downstream regions of the first polyA site in 3′UTR (Figure 5A and S6), we confirmed 3′UTR shortening in 1 W TAC in all cases. However, this trend was much less obvious in 4 W TAC except for *Cdk13*. Taken together, our result indicates that short 3′UTR isoforms are generally more expressed during hypertrophy, particularly at the early stage. Since mRNAs with short 3′UTRs are generally more stable than long 3′UTR isoforms due to evasion of destabilizing elements, this mechanism could lead to stabilization of mRNAs in hypertrophy, resulting in more protein production.

### miRNA target genes are globally de-repressed in cardiac hypertrophy

One of the mechanisms regulating mRNA expression via 3′UTRs is miRNA-mediated destabilization of transcripts. To examine how miRNA target genes are regulated in hypertrophy, we compared the regulation profile of miRNA target genes as predicted by TargetScan [56] with that of other genes for every known miRNA family. As shown in Figure 6A, mRNA targets of several miRNA families were found to be significantly upregulated in hypertrophy (false discovery rate (FDR) <0.05), including those targeted by miR-29, miR-1, miR-9, miR-30, and miR-133. Notably, except for miR-9, these miRNAs are all highly abundant in the heart [17], indicating that our result has the potential to be physiologically relevant. Interestingly, no miRNAs were predicted to have an enhanced function in hypertrophy, i.e. more repression of target mRNA expression, suggesting that miRNA activity is generally inhibited in cardiac hypertrophy. We also compared hypertrophy with development with respect to these miRNAs. As shown in Figure 6A, mRNA targets of all these miRNAs were downregulated in development, but their significance depended on the developmental stage. For example, miR-29 target genes were more downregulated in postnatal development, whereas miR-1 target genes were mainly downregulated in embryonic development (Figure 6B). This result indicates that miRNAs might play an important role in defining the gene expression program in hypertrophy and contribute to the activation of the ‘fetal gene program’. In addition, combined with our observation that 3′UTRs are generally shortened in cardiac hypertrophy, the miRNA result suggests that inhibition of mRNA stability and/or translation is generally avoided in hypertrophy.

**Figure 6:**
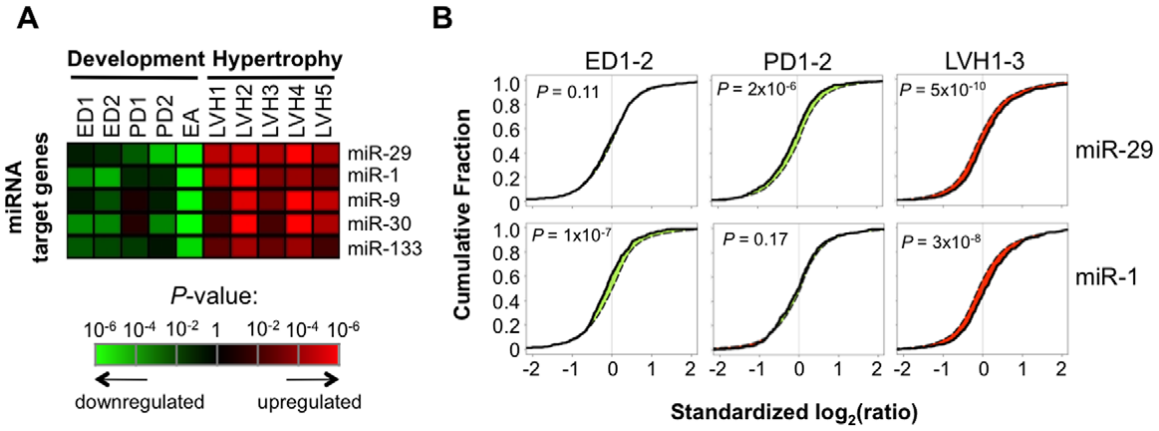
Analysis of expression of miRNA target genes. (**A**) Heatmap of miRNAs whose target genes were significantly regulated in hypertrophy (FDR<0.05). The color represents p-value which was calculated by comparison of CDF curves (see Materials and Methods for detail). The p-values for development datasets were also shown for comparison. miRNAs are sorted by their significance in 1 W TAC. (**B**) Expression changes of the genes targeted by miR-29 and miR-1. CDF curves of standardized log_2_(ratio) values are shown for ED, PD, and 1 W TAC samples. ED and PD are based on averaged values across ED and PD samples, respectively. 1 W TAC is based on averaged values of three samples (LVH1–3). P-values indicating difference between CDFs of miRNA target genes and other genes were derived from the Kolmogorov–Smirnov test.

## Discussion

Our comprehensive analysis of microarray data from multiple studies identified genes and pathways significantly and robustly regulated in cardiac hypertrophy. These results, while generally consistent with previous studies [57], [58], [59], [60], systematically refine and extend the current understanding of regulation of transcriptome in cardiac hypertrophy. Comparison of hypertrophy with embryonic and postnatal development enabled us to systematically define the fetal gene program. In addition, our genome-wide exon-level analysis indicates that regulation of mRNA isoform is widespread during cardiac hypertrophy. While some isoform changes are hypertrophy-specific, other events are negatively correlated with those in development, particularly for the events regulated at the early stage of hypertrophy, suggesting activation of a fetal post-transcriptional program in the heart in response to pressure overload.

Our GO analysis identified a number of pathways that are regulated in both development and hypertrophy. For some pathways, regulation in development and in hypertrophy involves the same set of genes, for example genes related to mitochondrion functions. This can be discerned using gene density plots (Figure S4). However, for some other pathways, regulation of a pathway in hypertrophy involves a different set of genes than in development. For example, despite cell cycle genes as a set are upregulated in hypertrophy and downregulated in development, regulation of individual genes is quite different in these two conditions, as indicated in the gene density plot (Figure S4). This is consistent with the notion that development involves cell proliferation whereas hypertrophy involves expansion of cell size. In addition, gene regulation for some pathways is quite complex, particularly genes related to ECM (for example, proteinaceous extracellular matrix). They are globally upregulated in hypertrophy, but in development only a subset of them is downregulated and another subset is upregulated.

We found that genes upregulated at the expression level are also more likely to be regulated at the splicing level in 1 W TAC, suggesting coupling splicing regulation to transcription. This observation is not due to technical reasons, because this coupling is not discernable in 4 W TAC samples, and we corrected splicing index values for hybridization biases related to gene expression changes [61]. Regulation of AS by transcription can be attributable to difference in recruitment of splicing factors to RNA polymerase II (Pol II), known as recruitment coupling, or change in Pol II elongation rate, known as kinetic coupling [62], [63]. On this note, *Cdk9*, which encodes a Pol II elongation factor, has been shown to be regulated in hypertrophy [64]. Further studies are needed to unravel this phenomenon.

Our expression analysis indicates that a number of splicing factors are regulated in hypertrophy, which presumably contributes to global AS regulation. We focused on the gene encoding Fox-1, which, interestingly, is significantly regulated at several levels, including expression, alternative initiation, and AS. While motif analysis did not reveal an enrichment of the Fox binding site near regulated exons (data not shown), we did observe a negative correlation between hypertrophy and development for the skipped exons with the Fox binding site located in downstream of exon (Figure 4D). This result suggests that regulation of Fox-1 may play a role in establishing the fetal splicing program in the hypertrophied heart. Interestingly, PTB, which was previously found to interact with Fox in AS regulation [65], [66], is significantly upregulated at the mRNA level. How these two proteins function and interact with each other in hypertrophy is to be further examined. In addition, given that posttranscriptional and posttranslational regulation of splicing factors is very common, it is highly possible that other splicing factors may also play roles in AS regulation in hypertrophy despite that their mRNA levels do not significantly change as found in this study.

Diversity in 3′ end formation of mRNA has recently been highlighted as an important layer of gene regulation [67], [68], [69]. Previous studies have reported general 3′UTR shortening in proliferation and oncogenic transformation [35], [36]. Here we extend this phenomenon to cardiac hypertrophy. It is possible that mechanisms of 3′UTR regulation in hypertrophy and proliferation are related, because 1) a set of cell cycle genes are upregulated in hypertrophy, and 2) we previously found that pre-mRNA processing genes typically have binding sites for cell cycle-related transcription factors in their promoters [37]. Consistent with this notion, we found that mRNAs of CstF proteins, which have been shown previously to play a role in regulation of APA [70], were upregulated after 3 days of TAC (Figure S7). Interestingly, their upregulation was subdued after 1 week of TAC. Therefore, 3′UTR isoform regulation may be executed at a very early stage of hypertrophy and the effect remains during TAC.

Shortening of 3′UTR can lead to more protein production by avoiding destabilizing cis elements in the 3′UTR, such as miRNA target sites, AREs and GREs. Consistently, despite reports implicating upregulation of some miRNAs in hypertrophy [18], we found most miRNA target genes were upregulated during hypertrophy, indicating a global de-repression of miRNA targeting. These results suggest coordinated mechanisms to stabilize mRNAs in hypertrophy, which can be important for rapid enlargement of heart in response to mechanical stress.

## Materials and Methods

### Exon array of TAC samples

All animal work has been conducted according to a protocol approved by the Institutional Animal Care and Use Committee (IACUC) at UMDNJ-New Jersey Medical School. Protocol number: 07120. Transverse Aortic Constriction (TAC) was conducted as described previously [71]. Briefly, aortic constriction was performed by ligation of the transverse aorta with a 28-gauge needle using a 7-0 braided polyester suture. Sham operation was performed without constricting the aorta. Two mice (C57BL/6) were used for 1 W and 4 W TAC and Sham. Total RNA from left ventricles was extracted using the RNeasy Fibrous Tissue Mini Kit (QIAGEN) and was processed by the Whole Transcript (WT) Sense Target Labeling kit (Affymetrix) for exon array analysis (Affymetrix GeneChip Exon Mouse 1.0 ST Array). Our data is deposited in the GEO database of NCBI (GSE: 24242) and is MIAME compliant. See Table S1 for details on the public datasets used in this study.

### Microarray data analysis

Microarray data normalization was carried out using the robust multi-chip analysis (RMA) method. To determine whether a gene was expressed, we used the MAS 5.0 method for 3′ arrays and the detection above background (DABG) method for exon arrays. Only genes with detectable expression in >50% of samples in a comparing group were used for further analysis. For the splicing microarray, we mapped probes to exons of gene models based on cDNAs/ESTs, as described previously [72]. Gene expression was calculated using constitutively expressed exons only.

### Gene set analysis

Comparison of gene sets for expression changes was based on the cumulative distribution function (CDF)(See Text S1 for detail). Gene Ontology information was obtained from the NCBI Gene database. miRNA target sites were obtained from the TargetScan database (v5.1) [73]. To evaluate FDR for our selection at a given p-value, three datasets (LVH1, LVH2, LVH3) were randomized (sample-wise), and the number of falsely identified entries at a given p-value was calculated.

### mRNA isoform analysis

Exon usage was analyzed using the splicing index (SI) method, which is based on expression change of a given exon vs. expression change of its corresponding gene. Since different probes can respond to transcript changes differently, SI values were adjusted by the Corrected Splicing Index for Exon Arrays (COSIE) method [61]. Classification of first, last, and internal exons was based on the RefSeq database. Skipped exons were identified using cDNAs/ESTs [72]. Fox binding sites were analyzed by a method similar to the one previously reported [74]. Expected value (*E*) for Pearson Correlation for a given set of exons corresponds to the fraction of times (out of 1,000 times) that a randomly selected set including the same number of exons has a better correlation. Analysis of Fox binding sites was based on the method previously developed [74]. Information about alternative polyA sites was retrieved from PolyA_DB [72]. Analysis of APA isoforms was carried out by the RUD method, as previously described [34].

### Experimental validation

To validate microarray data, we used real-time reverse transcription PCR (qRT-PCR) or semi-quantitative RT-PCR (see Table S2 for primers used in this study). PCR was carried out using the SYBR Green method with *Gapdh* mRNA as an internal control. For semi-quantitative RT-PCR, primer sets targeting constitutive exons flanking a skipped exon were used and PCR products were analyzed by ImageJ (http://rsbweb.nih.gov/ij/index.html).

## Supporting Information

Figure S1 **Standardization of log_2_(ratio) makes data more comparable across datasets.** **(A)** Distribution of gene expression changes (log_2_(ratio)) of all datasets used in this study. Development samples are shown in green and hypertrophy samples are shown in orange. **(B)** Distribution of gene expression changes after standardization.
(TIF)

Figure S2 **Correlation between hypertrophy and development samples.** Pair-wise Pearson Correlation coefficients between samples are shown in a heatmap according to the color scale shown in the graph.
(TIF)

Figure S3 **Analysis gene sets using expression change profiles.** **(A)** An example of gene set analysis using cumulative distribution function (CDF). Genes annotated with “proteinaceous extracellular matrix” form a gene set. The black line is CDF curve for genes in the set, and the dotted line is CDF curve for other genes on the microarray. The difference between two CDF curves, or ΔCDF, is indicated by color, with green for negative values and red for positive ones. ΔCDF was used to examine regulation of a gene set, which yielded two p-values, one for positive values or ΔCDF(+), representing upregulation, and one for negative values or ΔCDF(-), representing downregulation (see Supplementary Materials and Methods, Text S1, for detail). **(B)** Log_2_(gene set size) vs. log_2_(SD of ΔCDF). A linear regression line is shown in red, and its *R* ^2^ is indicated in the graph. The data is derived from randomly sampled genes (10,000 times for each gene set size). **(C)** Distribution of standardized ΔCDF follows the exponential distribution with rate (λ)  = 1.1. The thick black line is distribution of standardized ΔCDF and the dotted red line is exponential distribution. The two distributions are not significantly different when the values are >2 (*P* = 0.29, Kolmogorov-Smirnov test).
(TIF)

Figure S4 **Gene density plots for several significant GO terms.** (A) An example of the gene density plot showing correlation between hypertrophy and development. X-axis is log2(ratio) in development, and y-axis is averaged log2(ratio) in three 1W TAC samples. The horizontal and vertical white lines in each plot mark the point with log2(ratio)  = 0. **(B)** Gene density plots for top 5 BP (top) and CC (bottom) GO terms. See Supplementary Materials and Methods (Text S1) for details of the method.
(TIF)

Figure S5 **Information about validated genes with AS regulation in hypertrophy.** For each gene, a gene structure image is derived from UCSC genome browser. Conservation based on 17 vertebrate species is indicated in the magnified image. A schematic indicating splicing pattern is shown at the bottom. Exon numbers are indicated. Constitutive exons are shown in blue and alternative ones are in red. PCR primers are shown as arrows.
(TIF)

Figure S6 **Information about validated genes with APA regulation in hypertrophy.** For each gene, a gene structure image is derived from UCSC genome browser. Conservation based on 17 vertebrate species is indicated in the magnified image. PolyA site is shown as pA; PCR primers are shown as arrows.
(TIF)

Figure S7 **Regulation of** ***Cstf*** **genes in hypertrophy.** qRT-PCR data are shown for *Cstf1*, *Cstf2*, and *Cstf3* in Sham, 3 day(D) TAC, and 1W TAC. Error bars are standard deviation based on 3 mice.
(TIF)

Text S1 **Supplementary materials and methods and references for supporting information.**
(DOCX)

Table S1 **Datasets used in this study.**
(DOCX)

Table S2 **Primers used in this study.**
(DOCX)

Table S3 **Genes significantly regulated in hypertrophy and/or development.**
(DOCX)

Table S4 **Forty-five developmentally regulated skipped exons.**
(DOCX)

Table S5 **Top 50 most significantly regulated exon skipping events in hypertrophy.**
(DOCX)

Table S6 **Top 5 regulated AFE events in hypertrophy.**
(DOCX)

Table S7 **Top 5 regulated ALE events in hypertrophy.**
(DOCX)

Table S8 **Skipped exons with Fox binding sites in the downstream intronic region.**
(DOCX)

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Text S1 — Supplementary materials and methods and references for supporting information.

**Text S1**

**Supplementary Materials and Methods**

**Public datasets used in this study**. Public microarray datasets were downloaded from the GEO database of NCBI (<http://www.ncbi.nlm.nih.gov/projects/geo/>) or obtained from the authors (Table S1). The hypertrophy data include 1W TAC (LVH1, GSE5500) and 12W TAC (LVH5, GSE7781) from GEO and LVH2 (1W TAC) obtained from the authors [[1](#_ENREF_1)]. The embryonic development dataset (GSE1479) includes whole heart samples at E10.5 and E11.5, and left ventricle samples at E13.5, E14.5, E16.5, and E18.5. E13.5 + E14.5 vs. E10.5 + E11.5 represents early embryonic development (ED1), and E16.5 + E18.5 vs. E13.5 + E14.5 represents late embryonic development (ED2). The postnatal development dataset (GSE11137) includes rat ventricle samples at day 1, day 20, and day 49 after birth. Rat genes were mapped to homologous mouse genes using the NCBI HomoloGene database. The splicing microarray data for mouse adult vs. E17 was kindly provided by John Castle [[2](#_ENREF_2)].

**Gene set analysis.** Our method to study gene set regulation, including GO analysis and miRNA target gene analysis, is based on comparison of profiles for expression changes using the cumulative distribution function (CDF). First, CDF of log_2_(ratio) of a gene set was compared to that of other genes on the microarray. The difference between the two CDFs, named ΔCDF, were calculated and standardized by the standard deviation (SD) which was derived from random sampling of data (Figure S3A). We found there was a linear correlation between log_2_(SD of ΔCDF) and log_2_(gene set size). Therefore, we made a standard curve to derive SD for any given gene set size, which was constructed by using randomly assembled gene sets of different sizes (Figure S3B). We also found the null distribution of standardized ΔCDF followed an exponential distribution (rate=1.1) when values are >2 (Figure S3C). Therefore, we used the exponential distribution to derive p-values for standardized ΔCDF. Since this method is based on CDFs derived from the same dataset, technical discordance between datasets due to differences in experimental design, array platform, etc., can be reduced and there is no requirement of using arbitrary cutoffs to select genes for analysis. The detailed technical description of this method, comparison with other methods, and its applications will be published elsewhere.

**Gene density map.** Gene density maps were used to compare gene expression changes in two conditions, e.g., hypertrophy vs. development. First, based on expression ratios in each condition, a 20x20 table was constructed with each row and column containing approximately the same number of genes. Each cell has a defined range of expression ratios for each condition. Genes were distributed in the table according to their expression ratios in the two conditions. The number of genes in a cell (observed value) relative to the median of the table (expected value) was calculated and presented in a heatmap using the function kde2d in program R. The color scale used in the heatmap was determined by the 2^nd^- and 98^th^-percentiles of all values.

**References for Supporting Information:**

1. Matsuda T, Zhai P, Maejima Y, Hong C, Gao S, et al. (2008) Distinct roles of GSK-3alpha and GSK-3beta phosphorylation in the heart under pressure overload. Proc Natl Acad Sci U S A 105: 20900-20905.

2. Kalsotra A, Xiao X, Ward AJ, Castle JC, Johnson JM, et al. (2008) A postnatal switch of CELF and MBNL proteins reprograms alternative splicing in the developing heart. Proc Natl Acad Sci U S A 105: 20333-20338.

3. Greaser ML, Warren CM, Esbona K, Guo W, Duan Y, et al. (2008) Mutation that dramatically alters rat titin isoform expression and cardiomyocyte passive tension. Journal of Molecular and Cellular Cardiology 44: 983-991.

4. Bisping E, Ikeda S, Kong SW, Tarnavski O, Bodyak N, et al. (2006) Gata4 is required for maintenance of postnatal cardiac function and protection from pressure overload-induced heart failure. Proc Natl Acad Sci U S A 103: 14471-14476.

5. Matsuda T, Zhai P, Maejima Y, Hong C, Gao S, et al. (2008) Distinct roles of GSK-3{alpha} and GSK-3{beta} phosphorylation in the heart under pressure overload. Proc Natl Acad Sci U S A.

6. Kuba K, Zhang L, Imai Y, Arab S, Chen M, et al. (2007) Impaired heart contractility in Apelin gene-deficient mice associated with aging and pressure overload. Circ Res 101: e32-42.

7. Hoersch S, Andrade-Navarro MA (2010) Periostin shows increased evolutionary plasticity in its alternatively spliced region. BMC Evol Biol 10: 30.

8. Horiuchi K, Amizuka N, Takeshita S, Takamatsu H, Katsuura M, et al. (1999) Identification and characterization of a novel protein, periostin, with restricted expression to periosteum and periodontal ligament and increased expression by transforming growth factor beta. J Bone Miner Res 14: 1239-1249.

9. Khatri JJ, Joyce KM, Brozovich FV, Fisher SA (2001) Role of myosin phosphatase isoforms in cGMP-mediated smooth muscle relaxation. Journal of Biological Chemistry 276: 37250-37257.

10. Wullrich-Schmoll A, Kilimann MW (1996) Structure of the human gene encoding the phosphorylase kinase beta subunit (PHKB). Eur J Biochem 238: 374-380.

11. Dupuis L, Gonzalez de Aguilar JL, di Scala F, Rene F, de Tapia M, et al. (2002) Nogo provides a molecular marker for diagnosis of amyotrophic lateral sclerosis. Neurobiol Dis 10: 358-365.

12. Yan R, Shi Q, Hu X, Zhou X (2006) Reticulon proteins: emerging players in neurodegenerative diseases. Cell Mol Life Sci 63: 877-889.

13. Loyer P, Trembley JH, Grenet JA, Busson A, Corlu A, et al. (2008) Characterization of cyclin L1 and L2 interactions with CDK11 and splicing factors: influence of cyclin L isoforms on splice site selection. J Biol Chem 283: 7721-7732.

14. Schultz DW, Klein ML, Humpert AJ, Luzier CW, Persun V, et al. (2003) Analysis of the ARMD1 locus: evidence that a mutation in HEMICENTIN-1 is associated with age-related macular degeneration in a large family. Hum Mol Genet 12: 3315-3323.

15. Mio T, Yabe T, Arisawa M, Yamada-Okabe H (1998) The eukaryotic UDP-N-acetylglucosamine pyrophosphorylases. Gene cloning, protein expression, and catalytic mechanism. J Biol Chem 273: 14392-14397.

16. Mizushima N, Kuma A, Kobayashi Y, Yamamoto A, Matsubae M, et al. (2003) Mouse Apg16L, a novel WD-repeat protein, targets to the autophagic isolation membrane with the Apg12-Apg5 conjugate. J Cell Sci 116: 1679-1688.

17. Khrebtukova I, Kuklin A, Woychik RP, Michaud EJ (1999) Alternative processing of the human and mouse raly genes(1). Biochim Biophys Acta 1447: 107-112.

18. Lee JA, Tang ZZ, Black DL (2009) An inducible change in Fox-1/A2BP1 splicing modulates the alternative splicing of downstream neuronal target exons. Genes Dev 23: 2284-2293.

19. Bae SC, Ogawa E, Maruyama M, Oka H, Satake M, et al. (1994) PEBP2 alpha B/mouse AML1 consists of multiple isoforms that possess differential transactivation potentials. Mol Cell Biol 14: 3242-3252.

20. Madaule P, Eda M, Watanabe N, Fujisawa K, Matsuoka T, et al. (1998) Role of citron kinase as a target of the small GTPase Rho in cytokinesis. Nature 394: 491-494.

21. Emig D, Salomonis N, Baumbach J, Lengauer T, Conklin BR, et al. (2010) AltAnalyze and DomainGraph: analyzing and visualizing exon expression data. Nucleic Acids Res 38: W755-762.

22. Chen HH, Luche R, Wei B, Tonks NK (2004) Characterization of two distinct dual specificity phosphatases encoded in alternative open reading frames of a single gene located on human chromosome 10q22.2. J Biol Chem 279: 41404-41413.

23. Nakahata S, Kawamoto S (2005) Tissue-dependent isoforms of mammalian Fox-1 homologs are associated with tissue-specific splicing activities. Nucleic Acids Res 33: 2078-2089.

24. Bayer KU, Lohler J, Harbers K (1996) An alternative, nonkinase product of the brain-specifically expressed Ca2+/calmodulin-dependent kinase II alpha isoform gene in skeletal muscle. Mol Cell Biol 16: 29-36.

25. Bertolino E, Wildt S, Richards G, Clerc RG (1996) Expression of a novel murine homeobox gene in the developing cerebellar external granular layer during its proliferation. Dev Dyn 205: 410-420.

26. Duncan FE, Moss SB, Schultz RM, Williams CJ (2005) PAR-3 defines a central subdomain of the cortical actin cap in mouse eggs. Dev Biol 280: 38-47.

27. Hong CS, Kwon SJ, Kim do H (2007) Multiple functions of junctin and junctate, two distinct isoforms of aspartyl beta-hydroxylase. Biochem Biophys Res Commun 362: 1-4.

28. Dinchuk JE, Henderson NL, Burn TC, Huber R, Ho SP, et al. (2000) Aspartyl beta -hydroxylase (Asph) and an evolutionarily conserved isoform of Asph missing the catalytic domain share exons with junctin. J Biol Chem 275: 39543-39554.

29. Kisielow J, Nairn AC, Karjalainen K (2001) TARPP, a novel protein that accompanies TCR gene rearrangement and thymocyte education. Eur J Immunol 31: 1141-1149.

30. Reiter JL, Threadgill DW, Eley GD, Strunk KE, Danielsen AJ, et al. (2001) Comparative genomic sequence analysis and isolation of human and mouse alternative EGFR transcripts encoding truncated receptor isoforms. Genomics 71: 1-20.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S1 — Datasets used in this study.

**Table S1. Datasets used in this study.**

| **Dataset** | **Data Source*** | **Ref** | **Array Type** | **Strain** | **Description** |
| --- | --- | --- | --- | --- | --- |
| ED1 ED2 | GSE1479 | ** | Affymetrix Mouse Genome 430.2 | C57BL/6 | Embryonic development of mouse heart (E10.5, 11.5, 12.5, 13.5, 14.5, 16.5, 18.5), 3 samples per group. |
| PD1 PD2 | GSE11137 | [[3](#_ENREF_3)] | Affymetrix Rat Genome 230.2 | Sprague-Dawley | Postnatal development of rat heart (P1, P20, and P49), 3 samples per group. |
| EA | From authors | [[2](#_ENREF_2)] | Agilent custom splicing array | FVB | Embryonic and postnatal development of mouse heart (E17 and Adult). |
| LVH1 | GSE5500 | [[4](#_ENREF_4)] | Affymetrix Mouse Genome 430.2 | C57BL6/J-FVB/N | Hypertrophy induced by TAC (Sham and 1W TAC), 4 samples for Sham and 6 samples for TAC1w. |
| LVH2 | From authors | [[5](#_ENREF_5)] | Affymetrix Mouse Genome 430.2 | C57BL/6 | Hypertrophy induced by TAC (Sham and 1W TAC), 2 samples per group |
| LVH3  LVH4 | GSE24242 | *** | Affymetrix Mouse Exon 1.0 ST | C57BL/6 | Hypertrophy induced by TAC (Sham, 1W TAC, and 4W TAC), 2 samples per group |
| LVH5 | GSE7781 | [[6](#_ENREF_6)] | Affymetrix Mouse Genome 430.2 | C57BL/6 | Hypertrophy induced by TAC (Sham and 12W TAC), 3 samples per group |

*Samples with GSE accession numbers are from the Gene Expression Omnibus database.

**<http://www.cardiogenomics.org>

***This study.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S2 — Primers used in this study.

**Table S2. Primers used in this study.**

| **Gene** | **Primer ID** | **Sequence** |
| --- | --- | --- |
| *Itgb1* | F1 | 5’-CCTACTGGTCCCGACATCAT |
|  | R1 | 5’-CAGAGACCAGCTTTACGTCCA |
|  | R2 | 5’-TAGGATTTTCACCCGTGTCC |
| *Fn1* | F1 | 5’-ATACCGTTGTCCCAGCTGTC |
|  | F2 | 5’-CGGAGAGAGTGCCCCTACTA |
|  | R1 | 5’-AGCTCTGCAACGTCCTCTTC |
| *A2bp1* | F1 | 5’-TGGCCCCAGTTCACTTGTAT |
|  | R1 | 5’-TCTGCACCATAAAATCCATCC |
|  | R2 | 5’-TTGCCATACACTGGCTCTTG |
| *Rbm9* | F1 | 5’-CTGGCTTCCCTTACCCAACT |
|  | R1 | 5’-CCGTAAAATCCGTCCTGGTA |
|  | R2 | 5’-GCGCTAATGATTGGTTCCTG |
| *Atp2b1* | F1 | 5’-GTGGCCAGATCTTGTGGTTT |
|  | R1 | 5’-CATCAATAAGGGGGATGTGC |
| *Abcc9* | F1 | 5’-CACCGAAGGTGGTGAGAACT |
|  | R1 | 5’-AACGAGGCAAACACTCCATC |
| *Tia1* | cUTR-F | 5’-CTCAAGGATTCCCTGTTGGA |
|  | cUTR-R | 5’-TAAATGCTGACGCACGAGAC |
|  | aUTR-F | 5’-GTGGGTCATGGAGCCAGTAT |
|  | aUTR-R | 5’-GACCATGGCTTCTGGGATAA |
| *Cugbp2* | cUTR-F | 5’-CCTGAAAAGCCCACACATTT |
|  | cUTR-R | 5’-CTGGGTGTGTGTTTGGACTG |
|  | aUTR-F | 5’-GTCAGCCGCTGCTTAAATTC |
|  | aUTR-R | 5’-TACGAGCCTGCAGATCACAC |
| *Anapc2* | cUTR-F | 5’-GAGCCTCTCTCTGGAGCGTA |
|  | cUTR-R | 5’-TGCTGTAGTCAGAGCCTGGA |
|  | aUTR-F | 5’-CCTCTATAGCCACCCAACCA |
|  | aUTR-R | 5’-ACTCTGAGCTGCCAACCCTA |
| *Cdk13* | cUTR-F | 5’-CGAGGCAGAGGGTTACCATA |
|  | cUTR-R | 5’-ATGCAAGACCCTTTCCACAT |
|  | aUTR-F | 5’-AGCTTAAGGTCTGCGGATGA |
|  | aUTR-R | 5’-GCCAAAAGACAGGCAGAAAG |
| *Ube2z* | cUTR-F | 5’-CCTAGCACCTGAGCACCTTC |
|  | cUTR-R | 5’-CAGTGATTGTGGGGACACAG |
|  | aUTR-F | 5’-TGTGGTGGGTTCCCTATCAT |
|  | aUTR-R | 5’-CGCCCAATCTTGAAAGCTAC |
| *Cstf1* | F | 5’-CAAGGACGGCTGCATCAA |
|  | R | 5’-GCTACAGAGTCTTTTCCACTTGAGA |
| *Cstf2* | F | 5’-CCCCAGGGATCCAGACA |
|  | R | 5’-AAGCAGCCTTCTCATGATCC |
| *Cstf3* | F | 5’-GAGGCCATGTCAGGAGAC |
|  | R | 5’-CATAAATCAATGTGCAAAACC |

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S3 — Genes significantly regulated in hypertrophy and/or development.

**Table S3. Genes significantly regulated in hypertrophy and/or development.**

| **Downregulated in LVH and DEV** |
| --- |
| *Alas2, Angpt1, Cdkn1c, Cdo1, Fdft1, Hmgcs2, Mpped2, Myl7, Rgs2,* |
| **Downregulated in LVH and no significant change in DEV** |
| *1700049G17Rik, 1810012P15Rik, 1810049H13Rik, 2610528E23Rik, 2700097O09Rik, A530016L24Rik, Abca4, Abcc9, Acacb, Acads, Acot1, Acsm5, Acy3, Adamts7, Akap1, Aldh5a1, Amd1, Anp32a, Apbb1, Arntl, As3mt, Atad3a, Cacna1h, Cacnb2, Car4, Ccbl2, Cdc26, Chd6, Cited2, Clasp1, Clcn3, Cpeb3, Cpt1b, Cpt2, Cry2, Cycs, Cytl1, D9Ertd402e, Dixdc1, Dnahc12, Dus4l, Dusp18, Dusp23, Efemp1, Efnb3, Egflam, Egln1, Ehhadh, Epha4, Ephx2, Fah, Fam73b, Fastk, Fbp2, Fign, Fitm1, Fkbp4, Fmc1, G0s2, Gpr22, Gstm7, Hadh, Hadha, Hmga1, Hnmt, Hook1, Hopx, Hspb1, Hspd1, Hsph1, Ift81, Iigp1, Il15, Impa2, Irs1, Irx2, Kcnh2, Kcnj3, Kcnk3, Klhl21, Lamb3, Lgals4, Lgr6, Lipe, Lrrc39, Mcee, Mgst3, Mitf, Mlycd, Mrpl37, Msrb2, Myl4, Mylk3, Ndufb6, Neo1, Nfyc, Nudt11, Ociad2, Oplah, Osgepl1, Pank1, Pcp4l1, Pde4a, Pdhb, Pdss2, Penk, Pex11a, Plk1s1, Plxnb1, Ppil1, Ppm1k, Ppm1l, Prox1, Qsox2, Rdm1, Retsat, Ric8b, Rpl19, Rtn2, Scn4a, Slc25a22, Slc25a26, Slc25a42, Slc36a2, Slc40a1, Slc41a3, Sord, Spcs2, Srebf1, Ssb, Stard10, Stat5a, Stk39, Suclg2, Sult1a1, Tfpi, Tfrc, Tmc7, Tmem205, Tmem69, Tnnt1, Tns1, Tppp, Trmt5, Ttll1, Ucp3, Uqcrb, Wnk2, Zfyve21,* |
| **Downregulated in LVH and upregulated in DEV** |
| *1700020C11Rik, 1700040L02Rik, 4833442J19Rik, 4930534B04Rik, A230051G13Rik, A2bp1, Acaa2, Acadvl, Acat1, Acot2, Acsl1, Actr3b, Adhfe1, Adra1b, Agpat9, Agtr1a, Aldh6a1, Amy1, Ano10, Aqp1, Aqp7, Arhgap20, Art3, Asb11, Bcat2, Bckdha, Bckdhb, Bcl6, Calr3, Car14, Cmbl, Cmtm8, Cox8b, Crat, Csdc2, Cyp4b1, Dbt, Dci, Decr1, Dgat2, Dnajc28, Doc2g, Ech1, Echs1, Efcab2, Enpp2, Entpd5, Fahd1, Fitm2, Fmo2, Fndc5, Gcat, Gm1337, Gna12, Gpcpd1, Gsn, Gstk1, Gstm1, H2-Q7, Hrc, Hsd11b1, Hsdl2, Itgb6, Ivd, Kcnd2, Kcnip2, Kcnv2, Ldhb, Ldhd, Lrg1, Lrrc3b, Lrrc4b, Lrtm1, Macrod1, Maob, Mapt, Mccc2, Mgl2, Myh11, Nampt, Nckap5, Nr3c2, P2ry1, Paqr9, Pdk2, Pdk4, Pdp2, Pfkfb1, Phkg1, Pink1, Pla2g5, Plin5, Ppara, Ppip5k2, Pptc7, Pxmp2, Rab17, Rap1gap2, Rxrg, Scn4b, Selenbp1, Slc22a3, Slc25a20, Slc27a1, Slc2a4, Slc38a3, Slc4a3, Stom, Tcea3, Tcp11l2, Tesc, Thrsp, Timp4, Tmod4, Tnfaip2, Tnni3k, Tuba4a, Tuba8, Vldlr, Ybx2, Yipf7,* |
| **Downregulated in DEV and no significant change in LVH** |
| *1110031I02Rik, 1200009O22Rik, 2010011I20Rik, 2810026P18Rik, 2900073G15Rik, 3632451O06Rik, 4930452B06Rik, 4930579G24Rik, 5730469M10Rik, 5930416I19Rik, Abcb10, Acpl2, Acvr2b, Adamts8, Afap1l2, Aif1l, Alad, Aldh18a1, Alg11, Ammecr1, Ano1, Aplp1, Aqp4, Arhgap1, Armcx1, Arrb1, Asb4, Atad5, Atp1a3, Atp6v1g2, Atp8a1, BC024479, BC052040, Bach2, Bambi, Bcat1, Bcl11a, Blvrb, Bmp2k, Bmp4, Bmp5, Bmper, Bpgm, Brca1, Car2, Casc4, Cblb, Cbr1, Ccdc107, Ccdc112, Ccdc23, Ccdc88a, Ccrl1, Cd8a, Cdc7, Cdca3, Cdk2, Cdk4, Cdkn3, Celsr1, Cenpn, Cenpq, Cep63, Chd7, Chek1, Chka, Chtf8, Cirbp, Cit, Cnpy4, Cntd1, Col9a1, Colec12, Cox6b2, Cpox, Creb5, Creld2, Cul4b, Cxcl12, Cyr61, Cytsb, D2Ertd750e, D3Bwg0562e, Dact3, Dck, Dctd, Dctpp1, Ddit4, Dhfr, Dhrs7, Dlg4, Dmxl1, Dnajc9, Dock7, Dok4, Dot1l, Dpp4, Drg1, Dsc2, Dsn1, Dstn, Dtymk, Dusp4, Dyrk2, E2f5, Ednrb, Eif2s3x, Emb, Emilin2, Eml4, Enc1, Epb4.1l3, Epb4.9, Epor, Erbb3, Etaa1, Exosc4, Ezh2, Ezr, Fads2, Fam110b, Fam117a, Fam122b, Fam184a, Fam49a, Fam76b, Fam83d, Fancb, Fat4, Fbxl7, Fbxo32, Fermt3, Flrt2, Fmr1, Foxm1, Foxp4, Frmd4b, Fzd1, Gadd45a, Galk1, Gas5, Gcfc1, Gch1, Gclm, Gins1, Glcci1, Gmnn, Gnai1, Gpr126, Grb10, Gria3, Gucy1a3, Gucy1b3, Gulp1, Gyg, H2-D1, Has2, Hbb-b1, Hebp1, Hells, Heph, Hira, Hmbs, Hpgd, Hsd17b12, Hspa5, Id1, Id2, Idi1, Ift20, Igf2, Igf2bp2, Igf2r, Ildr2, Ilf3, Irx4, Isg20, Itgb3bp, Itm2c, Jag1, Kank1, Kcna4, Kdelc2, Kdm2b, Kif18b, Kif2c, Klf11, Klhl13, Krt10, Lin9, Lmnb1, Lrp12, Lrrc16a, Lrrc42, Lta4h, Ltbp1, Maged1, Maged2, Mageh1, Marcksl1, Mast4, Matr3, Mbnl3, Mcm8, Mcts2, Mdm1, Mecom, Meis2, Mid1, Mier3, Mkrn1, Mllt3, Mmd, Mns1, Morc4, Msh6, Myef2, N4bp2, Nasp, Ncam1, Ncapd2, Ngfrap1, Nipbl, Nipsnap1, Npnt, Npr3, Nt5dc2, Nup85, Osgep, Pafah1b3, Palld, Papss2, Pawr, Pbx3, Pcsk5, Pctp, Pdcd4, Pdgfc, Pdia3, Pdk3, Peg3, Pfkl, Pfkp, Plagl1, Plagl2, Plk1, Plvap, Poc5, Podxl, Podxl2, Pola1, Polr3g, Ppbp, Ppp1r3d, Prkar2b, Psip1, Ptpla, Ptpn13, Ptprd, Pttg1, Purg, Qpct, Rad18, Rangap1, Rbm3, Rbm39, Rbm5, Rcn1, Reln, Rfc2, Rfc3, Rfc4, Rfesd, Rhd, Rnd2, Rnf2, Rsbn1, Rtn1, Runx1t1, Sass6, Satb1, Sema3c, Sema3d, Sept10, Sf3b5, Sfpq, Sgol2, Skp2, Slc22a17, Slc25a37, Slc2a1, Slc2a3, Slc38a1, Slc38a2, Slc38a4, Slc4a1, Smad6, Smtnl2, Snca, Sox9, Spc24, Sqle, Ssx2ip, Strn, Synm, Synpo, Tacc3, Tal1, Tbx3, Tbx5, Tceal8, Thbd, Tia1, Tmeff1, Tmem136, Tmem163, Tmem2, Tmem9, Tmpo, Tnik, Tnni2, Tspan2, Tspan33, Ttk, Tubb6, Tube1, Txndc11, Tyro3, Ube2o, Ube2t, Ung, Uros, Use1, Vcam1, Vegfc, Vrk1, Wasf1, Wdhd1, Wdr6, Wdr67, Wnt5a, Xpr1, Zfp142, Zfp280c, Zfp367, Zfp386, Zfp462, Zfp521, Zfpm1,* |
| **Upregulated in DEV and no significant change in LVH** |
| *1110007C09Rik, 1190002H23Rik, 1300014I06Rik, 2010002N04Rik, 2010317E24Rik, 2210020M01Rik, 2310002L09Rik, 4632428N05Rik, 6330409N04Rik, 8430408G22Rik, A230050P20Rik, A930038C07Rik, Abca8a, Abca9, Abcb4, Abcc8, Abhd1, Ablim1, Ablim3, Acadl, Acadm, Acadsb, Acn9, Acot11, Acot13, Acox1, Acsl6, Acss1, Acss2, Adamtsl4, Adamtsl5, Adcy9, Adm, Adora1, Adprhl1, Adrb1, Agl, Agpat2, Agtpbp1, Aif1, Akap6, Akr1c14, Alas1, Aldh1b1, Aldh1l1, Aldh2, Ampd3, Angptl1, Ank, Ank1, Aoc3, Ap1b1, Aplnr, Ar, Arl6ip5, Asb5, Asph, Atp1a2, Atp5k, Auh, B2m, BC004004, Bat5, Bdh1, Bhlhe40, Bmi1, Brp44, Brp44l, Bves, C1ra, C1s, C3, Cabc1, Cadm4, Casp12, Casq2, Cav2, Ccdc69, Ccl2, Cd14, Cd1d1, Cd200, Cd36, Cd83, Cdc37l1, Cdh13, Cdkl2, Cds1, Cdv3, Cebpb, Cenpv, Cfd, Chpt1, Cidea, Cisd3, Cish, Ckm, Ckmt2, Clcn4-2, Clec14a, Clec1a, Clic4, Clic5, Cmya5, Colec11, Commd3, Coq10a, Coq10b, Coq9, Corin, Coro6, Cox6a2, Cp, Cpe, Cpt1a, Cpxm2, Cst3, Ctsd, Ctsh, Cxcl9, Cyb5, Cyb5b, Cyfip2, Cygb, Cyp27a1, Cyp2d22, Cyp2e1, Cyp39a1, D16H22S680E, D4Bwg0951e, Dbp, Dcn, Ddo, Ddrgk1, Ddt, Ddx60, Dgat1, Dip2c, Dmpk, Dnaja4, Dnajb9, Dpep1, Dpt, Dtx3l, E130203B14Rik, Ebf2, Ebf3, Eef1a2, Eef2k, Efhd1, Egln3, Ehbp1, Eif4e3, Eltd1, Emp2, Eno3, Epas1, Epdr1, Ephx1, Erap1, Esam, Etfa, Etfb, F13a1, Fabp4, Fads1, Fads3, Faim3, Fam107a, Fam129a, Fam134b, Fam40b, Fam65b, Fas, Fcgrt, Fem1a, Fgf1, Fgf12, Fgf13, Fgf16, Fhl2, Fhod3, Fig4, Fli1, Fmo1, Frmd5, Fuca2, Fxyd1, Fyco1, Gabarapl1, Galntl4, Gas6, Gbe1, Gbp2, Gbp3, Gck, Gda, Gfpt2, Gga2, Ghr, Gimap4, Gja1, Glul, Gnb3, Gngt2, Golga4, Got1, Gpam, Gpc1, Gpd1, Gpr146, Gpr155, Gpsm1, Gpt, Gramd4, Grb14, Gsta3, Gstm2, Gstm4, Gsto1, Gvin1, Gyk, Gypc, H2-Ab1, H2-Eb1, Hadhb, Herc3, Herc5, Herpud1, Hfe2, Hhatl, Hibadh, Hic1, Hist1h2bc, Hk2, Hrasls, Hspb6, Hspb8, Htra1, Htra3, Idh2, Ifi203, Ifi205, Ifi35, Ifi44, Ifih1, Igfbp6, Igsf1, Igtp, Il10rb, Il13ra1, Immp2l, Irf1, Irf2, Irf9, Irgm1, Ispd, Itga7, Itga8, Itgb1bp2, Ivns1abp, Jam2, Kbtbd10, Kcnb1, Kcnd3, Kcnj8, Kcnk2, Kcnq1, Kif5b, Kifc3, Kitl, Klf15, Klf4, Klf9, Klhdc1, Klhl24, Krt80, L2hgdh, Lama2, Larp1b, Lbh, Lbp, Ldb2, Limch1, Lims2, Lmcd1, Lmod2, Lnx1, Lpin1, Lpl, Lrrc17, Lrrc2, Ly6a, Ly6c1, Ly6e, Lynx1, Lyve1, Mafk, Mal, Mamdc2, Man1c1, Maoa, Mb, Mcf2l, Me1, Me3, Megf6, Meox2, Metrnl, Mfn2, Mfng, Mgll, Mid1ip1, Mrap, Mras, Mreg, Mrps23, Ms4a4d, Murc, Mut, Myct1, Myh14, Myh6, Mylk, Myom2, Myot, Myoz2, Mypn, Napepld, Ncdn, Nceh1, Ndrg1, Ndrg2, Ndufa5, Ndufaf1, Ndufb10, Ndufs2, Nfix, Nlrp10, Nol3, Nos3, Notch3, Nov, Npas2, Nphp3, Nqo1, Nr1d2, Nr1h3, Nr3c1, Nr4a1, Nr4a3, Nrap, Nrarp, Nrbp2, Nt5dc3, Nt5e, Nudt18, Nudt7, Oas2, Oasl1, Obfc2a, Obscn, Ogn, Omd, Optn, Osbpl8, Oxct1, P2rx5, P2ry14, P2ry2, Pacsin3, Pam, Parp12, Parp14, Parp3, Parp9, Pcca, Pcdh12, Pcdh19, Pcsk6, Pde1c, Pde4dip, Pde8b, Pdk1, Pdp1, Per1, Per2, Per3, Pfkfb2, Pfkm, Pgam2, Phyh, Phyhd1, Pi4k2a, Pik3ip1, Pilra, Pitpnc1, Pla2g16, Pla2g2d, Plbd1, Plekhb2, Plekhf1, Plin3, Pln, Pltp, Pnpla2, Podn, Polr1e, Polr2k, Popdc3, Ppap2b, Ppargc1a, Ppl, Ppp1r3a, Prelp, Prkar2a, Prodh, Prrx1, Psen2, Psmb8, Psmb9, Ptgds, Ptgfr, Pxmp4, Pycard, Pygm, Rab11fip5, Rab20, Rab40b, Rapgef4, Rapsn, Rarres2, Rasgrp3, Rasl10b, Rassf3, Rbm20, Rbp7, Rcan2, Ret, Rftn1, Rgma, Rgs5, Rhot2, Rilpl1, Rnf125, Rnf144b, Rnf207, Robo4, Rom1, Rora, Ryr2, S100a1, S100a16, Sbk1, Scn5a, Scn7a, Scp2, Sdpr, Sdr39u1, Sema7a, Senp2, Sepp1, Sepx1, Serping1, Sestd1, Sfxn5, Sgcg, Sgk1, Sh2d4a, Sh3kbp1, Slc16a2, Slc1a1, Slc25a11, Slc25a29, Slc25a33, Slc28a2, Slc35f5, Slc4a1ap, Slc6a8, Slco5a1, Slfn5, Smap2, Smoc1, Smoc2, Smpd1, Smpdl3a, Sncg, Socs2, Sod2, Sod3, Sorbs1, Sox17, Sox18, Sp100, Spint2, Spop, Spsb1, Sqrdl, Srgn, St8sia4, St8sia6, Stat1, Stau2, Steap4, Sucla2, Syngr1, Tac1, Tapbp, Tasp1, Tcap, Tcf4, Tgfbr2, Tm4sf1, Tmcc3, Tmem108, Tmem140, Tmem143, Tmem182, Tmem204, Tmem38a, Tmem53, Tmem71, Tmem86a, Tmtc1, Tnfaip8, Tob1, Tor3a, Tpd52l1, Tppp3, Trak1, Trdn, Trf, Trim30, Trim63, Trip10, Tst, Ttc39b, Ttc7, Twf2, Txnip, Ube2ql1, Ugp2, Uqcrq, Ushbp1, Usmg5, Usp20, Vtn, Wfdc1, Xdh, Zbtb16, Zfp106,* |
| **Upregulated in LVH and downregualted in DEV** |
| *Acta1, Actn1, Akr1b8, Anln, Armcx2, Asns, Atad2, B3galnt1, Basp1, Bex1, Casp3, Casq1, Ccna2, Ccnb1, Ccnb2, Cd24a, Cd44, Cdca8, Cdh11, Cdt1, Chsy1, Cks1b, Cks2, Col18a1, Col5a2, Cotl1, Cpxm1, Csrp1, Csrp2, Ctgf, Cthrc1, D0H4S114, Dact1, Ddah1, Dkk3, Dpysl3, Dse, Dynll1, Ect2, Ell2, Fabp5, Fam111a, Fam64a, Fkbp10, Fn1, Frem2, Fscn1, Fstl1, Fzd2, Gatm, Gcnt1, H19, H2afz, Hn1l, Igf1, Itm2a, Kif11, Kif20a, Kif23, Kif26b, Klf10, Klhl4, Lig1, Loxl2, Lxn, Mad2l1, Mcm2, Mcm3, Mcm4, Mcm5, Mcm6, Mcm7, Mki67, Mmp14, Mtap1b, Mthfd2, Myh10, Myl1, Myof, Ncapg2, Ncaph, Ndn, Nppa, Nusap1, Odz3, Olfml2b, Olfml3, Pbk, Pdlim3, Pdlim5, Pdpn, Pf4, Phldb2, Prc1, Prelid1, Psat1, Ptgr1, Ptn, Racgap1, Rad51ap1, Rassf5, Rbl1, Rbp1, Rcn3, Rgs10, Rhou, Robo1, Rrm1, S100a4, Sept11, Serpine2, Sertad4, Sfrp1, Slit2, Smarca1, Smc2, Smc4, Stmn1, Tagln, Tcf19, Tgfb1i1, Tgfb2, Tgfbi, Thbs1, Tipin, Tnc, Tnfrsf12a, Top2a, Topbp1, Tpm2, Trip13, Tubb2b, Tubb5, Ube2c, Uchl1, Uhrf1, Vcan, Wbp5, Zdhhc2, Zwilch,* |
| **Upregulated in LVH and no significant change in DEV** |
| *2610029G23Rik, 2810474O19Rik, 5330426P16Rik, 5830433M19Rik, 6330406I15Rik, 9030425E11Rik, Abi3bp, Adam10, Adam9, Adamts1, Adamts2, Adamtsl2, Aebp1, Aldh1a1, Aldh1a2, Alox5ap, Ankrd1, Anpep, Antxr1, Anxa2, Anxa3, Apoe, Arhgdib, Arl4c, Arl6ip1, Arpc1b, Arsb, Atf3, Atp8b1, Atp8b2, Axl, BC028528, Baz1a, Bgn, Bmp1, Btg2, C1qtnf2, C3ar1, Cap1, Capg, Capza1, Carhsp1, Casp8, Ccdc34, Ccdc68, Ccdc80, Ccnd1, Cd34, Cd9, Cdc20, Cdkn1a, Cdkn2c, Cercam, Cilp, Ckap4, Clic1, Clu, Cmtm3, Cnksr1, Cnn3, Col1a1, Col1a2, Col3a1, Col4a1, Col4a2, Col5a1, Comp, Coro1a, Creb3l2, Ctla2a, Ctsc, Ctsk, Ctsz, Cyb561, Cyb5r3, Cybb, Cyth3, D930014E17Rik, Dap, Ddx39, Des, Dnmt1, Dok1, Ecm1, Efemp2, Efhd2, Egr2, Elovl1, Emilin1, Emp3, Emr1, Enah, Enpp1, Entpd7, F2r, Fam101b, Fam129b, Fam176b, Fam198b, Fam46a, Fat1, Fbln2, Fbln5, Fbn1, Fcgr1, Fcrls, Fhl1, Filip1l, Fkbp14, Flnb, Flnc, Fmod, Fos, Frzb, Fxyd5, Fxyd6, Gimap1, Glis2, Gnai3, Gnb4, Gpc6, Gpm6b, Gpr124, Gpx3, Gpx7, Gpx8, Grn, Gusb, Haus8, Hbegf, Hexb, Hmgn3, Hmox1, Hn1, Iah1, Icam2, Ier5, Ifi204, Ifi30, Ifitm2, Ift122, Il2rg, Il33, Il4ra, Incenp, Inpp5d, Iqgap1, Itga5, Itgb5, Itgbl1, Jun, Kcnj15, Kdelr3, Lamb1-1, Lamc1, Laptm5, Lass6, Leprel2, Lgmn, Lhfp, Lhfpl2, Limd2, Litaf, Loxl1, Loxl3, Lpar1, Lrp1, Lrp8, Lrrk1, Lsp1, Ltbp2, Lyn, Mall, Man2a1, Marcks, Mcam, Meox1, Mex3b, Mib1, Mllt11, Mmp2, Mmp23, Mpp1, Mrc2, Ms4a6c, Ms4a6d, Mt2, Mtap1a, Mxra7, Mxra8, Mybpc2, Myh9, Myl6, Myo1f, Myo5a, Nckap1l, Nes, Nfkbiz, Nid1, Nid2, Nipsnap3b, Nkd2, Nnmt, Nox4, Nrp2, Nuak1, Nucb2, Nup160, Nupr1, Oaf, Ostf1, Pabpc1, Pcna, Pcolce, Pdgfrl, Pdlim1, Pdlim2, Pecam1, Phlda3, Pi16, Pik3ap1, Plat, Plod2, Plp2, Pls3, Plxdc2, Pmepa1, Pmp22, Postn, Ppic, Prcp, Prdx4, Prelid2, Prkab2, Prkcb, Prkcd, Prkcdbp, Prss23, Ptgis, Ptk2b, Ptma, Ptplad2, Pxdn, Pycr1, Qsox1, Rab31, Rab4b, Rac2, Rai14, Rasl11b, Rcan1, Rell1, Rhobtb1, Rhoc, Rnf149, Rnf19b, Rpl15, Rrp12, Rtn4, Runx1, S100a10, Scarf2, Scpep1, Sdc1, Sec16b, Sec61b, Serp1, Serpinf1, Sfrp2, Sh3bgrl, Sh3bgrl3, Shisa3, Shisa4, Sla, Slbp, Slc25a24, Slc39a6, Slc5a3, Snx7, Soat1, Sox7, Sparc, Spp1, Stab1, Star, Stbd1, Stim2, Stx3, Sulf1, Sulf2, Sumf1, Svep1, Synpo2l, Tagln2, Tfpi2, Tgfb3, Tgfbr1, Tgif1, Tgm2, Thbs3, Thbs4, Timp1, Timp2, Tlr2, Tm6sf1, Tmem119, Tmem176b, Tmem184c, Tmem45a, Tmod3, Tmsb4x, Tnfaip6, Tns3, Tor1aip2, Tpm3, Tpm4, Trim47, Trps1, Tspan14, Tspan17, Tspan4, Tspo, Ttll7, Tuba1a, Tubb2a, Uck2, Vgll3, Vim, Vkorc1, Wipf1, Wisp1, Wsb1, Ywhah, Zfp354c, Zyx,* |
| **Upregulated in LVH and DEV** |
| *1500015O10Rik, 2810405K02Rik, Abra, Ace, Adamts12, Ankrd23, Anxa1, Anxa4, Aspn, C1qa, C1qb, C1qc, Cav1, Cd53, Cd74, Cfh, Clec4a3, Col14a1, Col15a1, Col6a1, Col6a2, Col6a3, Col8a1, Csf1r, Ctss, Cxcl16, Cxcr4, Cyp1b1, Egr1, Eln, Emp1, Fap, Fcgr3, Fgl2, Fndc1, Gng11, Gng2, H2-Aa, Higd1b, Ier3, Ifit2, Ifitm3, Igfbp7, Irf7, Irf8, Itih5, Lcp1, Lgals3, Lgals3bp, Lgals9, Ltbp3, Lum, Masp1, Matn2, Mfap4, Mfap5, Mgp, Mrc1, Ms4a6b, Msn, Mvp, Nppb, Oasl2, Osmr, Pcdh17, Pla2g4a, Ptprc, Rnasel, Rtp4, S100a6, Samd9l, Sat1, Scn1b, Scx, Serpine1, Sparcl1, Thbs2, Thy1, Tyrobp, Usp18,* |

The genes listed in this table correspond to the ones shown in Figure 1C. LVH, hypertrophy of left ventricle (only 1W TAC data was used). DEV, development.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S4 — Forty-five developmentally regulated skipped exons.

**Table S4. Forty-five developmentally regulated skipped exons.**

| **Gene Symbol** | **Exon** | **EA** | **1W** | **4W** |
| --- | --- | --- | --- | --- |
| Dysf | chr6:+:84062135:84062176 | -0.42 | 0.83 | 0.70 |
| Asph | chr4:-:9551507:9551548 | 3.53 | -0.80 | -0.43 |
| Mtap2 | chr1:+:66364735:66364827 | -0.79 | 0.75 | -0.09 |
| G3bp2 | chr5:-:93138537:93138635 | 0.75 | -0.75 | -0.30 |
| Fn1 | chr1:-:71536868:71537137 | -1.38 | 0.71 | 0.13 |
| Fn1 | chr1:-:71546971:71547243 | -3.79 | 0.63 | NE |
| Sorbs1 | chr19:-:40353554:40353613 | -0.69 | 0.55 | 0.76 |
| Vegfa | chr17:-:45485858:45485929 | 0.55 | 0.51 | 0.24 |
| Slmap | chr14:-:25249387:25249476 | -0.61 | 0.50 | 0.73 |
| Itgb1 | chr8:+:131613073:131613153 | 1.75 | -0.50 | -0.16 |
| Ncor2 | chr5:-:125308798:125309025 | 0.65 | -0.49 | -0.22 |
| Anxa7 | chr14:-:19256010:19256075 | -1.20 | 0.46 | 0.28 |
| Tsc2 | chr17:-:24333824:24333952 | 0.44 | -0.44 | -0.54 |
| Atp2b1 | chr10:+:98448966:98449119 | -0.33 | -0.43 | -0.23 |
| Bat2l | chr2:+:32051272:32051353 | -0.25 | 0.43 | -0.06 |
| Sorbs1 | chr19:-:40448990:40449079 | 1.17 | 0.39 | 0.08 |
| Enah | chr1:-:183748272:183748334 | 0.53 | 0.39 | 0.20 |
| Sorbs1 | chr19:-:40375104:40375271 | 2.30 | 0.37 | 0.76 |
| Fam188a | chr2:-:12318878:12318929 | -0.69 | 0.37 | 0.07 |
| Slmap | chr14:-:25262972:25263094 | -0.48 | 0.29 | -0.07 |
| Gpr116 | chr17:+:42904327:42904446 | -0.75 | 0.26 | 0.05 |
| Ablim1 | chr19:-:57104380:57104484 | -0.16 | 0.24 | 0.23 |
| Capzb | chr4:+:138560937:138561049 | 0.56 | 0.23 | 0.18 |
| Ppfibp1 | chr6:+:146953979:146954071 | 1.07 | -0.23 | 0.06 |
| Sec24c | chr14:+:19464283:19464411 | -0.31 | -0.22 | 0.03 |
| Clip1 | chr5:-:123903037:123903234 | -1.19 | -0.22 | 0.30 |
| Mbnl2 | chr14:+:119539820:119539914 | -0.67 | 0.22 | 0.44 |
| Phka1 | chrX:-:98759815:98759991 | -1.49 | 0.21 | -0.22 |
| Tacc2 | chr7:+:130454164:130454289 | 1.05 | 0.19 | 0.36 |
| Myom1 | chr17:+:70987060:70987353 | -2.13 | 0.18 | 0.67 |
| Mpp6 | chr6:+:50106463:50106504 | 0.21 | -0.15 | -0.02 |
| Hnrnph2 | chrX:+:129949268:129949312 | -0.01 | 0.15 | -0.09 |
| Smyd1 | chr6:-:71164922:71164960 | 0.34 | -0.14 | 0.12 |
| Pbx3 | chr2:-:33998758:33998870 | 0.13 | 0.13 | 0.17 |
| Mbnl1 | chr3:+:60702612:60702665 | -1.68 | -0.10 | -0.20 |
| Aplp2 | chr9:-:30917126:30917293 | 0.31 | 0.10 | 0.10 |
| Csde1 | chr3:+:103169502:103169594 | 0.08 | -0.09 | 0.20 |
| Lrrfip1 | chr1:+:92933653:92933724 | -0.05 | -0.09 | 0.65 |
| Ttn | chr2:-:76766616:76766753 | 0.23 | 0.07 | 0.13 |
| Ktn1 | chr14:+:46647806:46647877 | 1.38 | -0.07 | -0.01 |
| Tmem134 | chr19:+:4131031:4131075 | -0.38 | -0.05 | -0.10 |
| Ankrd10 | chr8:-:11623669:11623830 | -0.11 | -0.03 | 0.41 |
| Svil | chr18:+:5060513:5060608 | -0.02 | 0.02 | 0.30 |
| Pum2 | chr12:+:8759281:8759517 | -0.77 | -0.02 | -0.04 |
| Vldlr | chr19:+:27303337:27303459 | -0.03 | 0.00 | -0.06 |

EA, 1W, and 4W are splicing index for EA, 1W TAC, and 4W TAC, respectively. Positive splicing index values indicate more inclusion and negative values indicate more exclusion. “NE” indicates expression is not detectable. Data are sorted according to the absolute value of 1W TAC.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S5 — Top 50 most significantly regulated exon skipping events in hypertrophy.

**Table S5. Top 50 most significantly regulated exon skipping events in hypertrophy.**

The “Exon” column contains information about chromosome and exon start and end positions based on transcription direction in the mouse mm8 genome build. Gene Symbol, ID, and Name are obtained from NCBI Gene database. EA, 1W, and 4W are splicing index for EA, 1W TAC, and 4W TAC, respectively. Positive splicing index values indicate more inclusion and negative values indicate more exclusion. NA indicates data not available. The “Protein domains affected” column indicates the protein domains associated with the regulated exons. The mapping of probeset to protein domain was retrieved from AltAnalyze [[21](#_ENREF_21)]. The “Refs” column shows references reporting the splicing events. Data are sorted according to the absolute value of 1W TAC.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S6 — Top 5 regulated AFE events in hypertrophy.

**Table S6. Top 5 regulated AFE events in hypertrophy.**

| **Gene Symbol, ID, and Name** | **EA** | **1W** | **4W** | **Refs** |
| --- | --- | --- | --- | --- |
| Rtn4, 68585, reticulon 4 | -2.76 | 2.21 | 0.63 | [[11](#_ENREF_11),[12](#_ENREF_12)] |
| Dusp13, 27389, dual specificity phosphatase 13 | 0.17 | -1.89 | -0.61 | [[22](#_ENREF_22)] |
| A2bp1, 268859, RNA binding protein, fox-1 homolog (C. elegans) 1 | -3.82 | 1.88 | 0.73 | [[23](#_ENREF_23)] |
| Camk2a, 12322, calcium/calmodulin-dependent protein kinase II alpha | 0.90 | 1.83 | 0.61 | [[24](#_ENREF_24)] |
| Tgif1, 21815, TGFB-induced factor homeobox 1 | 0.07 | -1.55 | -0.41 | [[25](#_ENREF_25)] |

Numbers are difference in log_2_(U/D) between TAC and Sham, where U/D is ratio of probe set intensities between upstream (U) and downstream (D) 5’ terminal exons. Data are sorted according to the absolute value of 1W TAC.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S7 — Top 5 regulated ALE events in hypertrophy.

**Table S7. Top 5 regulated ALE events in hypertrophy.**

| **Gene Symbol, ID, and Name** | **EA** | **1W** | **4W** | **Refs** |
| --- | --- | --- | --- | --- |
| Pard3, 93742, par-3 (partitioning defective 3) homolog (C. elegans) | 0.68 | -1.53 | -0.35 | [[26](#_ENREF_26)] |
| Asph, 65973, aspartate-beta-hydroxylase | -3.89 | 1.50 | 1.11 | [[27](#_ENREF_27),[28](#_ENREF_28)] |
| Arpp21, 74100, cyclic AMP-regulated phosphoprotein, 21 | 1.28 | -1.48 | -1.10 | [[29](#_ENREF_29)] |
| Egfr, 13649, epidermal growth factor receptor | -0.61 | 1.48 | 0.96 | [[30](#_ENREF_30)] |
| Ints8, 72656, integrator complex subunit | -1.57 | -1.42 | -1.15 | - |

Numbers are difference in log_2_(D/U) between TAC and Sham, where D/U is ratio of probe set intensities between downstream (D) and upstream (U) 3’ terminal exons. Data are sorted according to the absolute value of 1W TAC.

# Supplementary material for: Comparative Analysis of mRNA Isoform Expression in Cardiac Hypertrophy and Development Reveals Multiple Post-Transcriptional Regulatory Modules
**Source:** PLoS One. 2011 Jul 22;6(7):e22391. doi: 10.1371/journal.pone.0022391
**Supplement:** Table S8 — Skipped exons with Fox binding sites in the downstream intronic region.

**Table S8. Skipped exons with Fox binding sites in the downstream intronic region.**

Numbers are splicing index values. “NE” indicates that expression is not detectable. Data are sorted according to the absolute value of 1W TAC.

How the deposited data were processed for this re-analysis (not part of the article)

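Gene expression was measured in the left ventricle of 6 male C57BL/6 mice, with 1 mouse per array: 2 sham-operated mice, 2 mice after 1 week and 2 mice after 4 weeks of transverse aortic constriction. Total RNA was extracted with Trizol by the sample description and with a column kit by the methods of the paper, and both are given here since the sources differ. Affymetrix GeneChip Mouse Exon 1.0 ST arrays were used. The authors made the deposited log2 values with the RMA method in Affymetrix Expression Console (version not given): background correction, quantile normalization between arrays and a median polish summary of the probes of each transcript cluster. The values are gene-level log2 signals rounded to 2 decimals. The build and annotation of the transcript clusters are not given in the sources used here. The labels name no batch.

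The 23332 transcript clusters (rows) were joined to gene symbols by the annotation of the array given with the values. Of these, 14996 carried 1 gene symbol. Each of 135 genes with several rows was represented by the row with the highest mean over the 6 arrays, which left 14860 genes. Rows with several gene symbols or with none were tested but name no gene. Older symbols of the paper and of the gene lists were joined to current ones. No row was removed for low signal, and the detection filter of the paper was not repeated. The median signal of the genes lay between 5.85 and 6.04 on the 6 arrays. Exon-level values, the other datasets of the paper and qRT-PCR were not analysed here, nor were microRNA target sites, for which no genome or 3' UTR reference was used.

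Calculations were made in R 4.3.3 with limma 3.58.1, and plots in Python 3.11.15 with matplotlib 3.10.9. One mean per group was fitted to the 6 arrays with lmFit, and 3 comparisons were tested with eBayes: 1 W TAC against Sham, 4 W TAC against Sham and 4 W TAC against 1 W TAC. The residual degrees of freedom were 3, and eBayes added a prior of 2.68 degrees of freedom with a prior SD of 0.219. The p values were adjusted by the Benjamini-Hochberg method over all rows, and an adjusted p under 0.05 counted as passing. A log2 ratio is the difference of 2 group means, and its standard error comes from limma. Gene lists were tested with camera on the 14860 genes (inter-gene correlation 0.01), adjusted over the 36 lists with at least 5 measured members. Beside camera with the preset correlation, the correlation between genes was estimated from the residuals with their 3 degrees of freedom, ranks were used, and fry was run. The z of a gene is its log2 ratio minus the mean over genes, divided by the SD over genes. Host genes of skipped exons were compared with the quartiles of the log2 ratio by an exact binomial test, two-sided. Simulated unchanged groups were drawn 100 times with the spread of each gene and shared Sham arrays, and genes were drawn independently of each other.

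The analysis was tested on simulated data. Among 23332 simulated rows with 200 changed, limma at 1 W TAC found 82.3% of 8-fold changes, with a mean of 4.05 false calls among 71.2 calls over 20 simulations. The spread of each of these rows was drawn from the eBayes prior and not taken from the real row, so the share may differ for the real rows. Of 36 simulated lists with 3 shifted by a log2 ratio of 0.5, camera found 100% of the shifted lists and called 0.823% of the others. The genes of these lists were simulated independently of each other. The shares therefore do not show how camera fares where the genes of a list vary together.

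The 38 gene lists were written by hand from general knowledge, after the paper and its tables had been read. They are fetal and stress genes, adult contractile and calcium-handling genes, extracellular matrix, cell adhesion, immune response, interferon response, cell cycle, actin and microtubule cytoskeleton, oxidative phosphorylation, tricarboxylic acid cycle and pyruvate, fatty acid oxidation, branched-chain amino acid catabolism, glycolysis, peroxisome, mitochondrial ribosome, metabolic regulators, endoplasmic reticulum folding and secretion, lysosome, heat shock, immediate early genes, circadian clock, TGF-beta and profibrotic signalling, ion channels and transporters, splicing factors, cleavage and polyadenylation factors, microRNA pathway, Y-linked and X-inactivation genes, and markers of fibroblasts, endothelial cells, macrophages, smooth muscle cells and pericytes, lymphocytes, neutrophils, erythroid cells, atrium, adipocytes, Schwann cells and neurons, and mesothelium. A list of adipose lipid synthesis genes and a list of fibroblast markers outside the extracellular matrix list were set apart later, after the signals of Ucp1 and of the fibroblast markers had been seen. The 38 lists stand in for the Gene Ontology terms of the paper, which were not used here.

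The genes named in the text are those whose expression the paper names, the members of the list of fetal and stress genes, the host genes of Tables S6 and S7, the genes with the largest changes among rows with 1 gene symbol that passed limma (0 such genes), and in each list up to 4 members that passed limma with the largest log2 ratios or, where 0 passed, the 2 members with the largest log2 ratios in each comparison. Other genes are named as chosen after their values were seen. The 38 lists, this rule, the tests of genes, lists and host genes and most alternative settings were fixed before the data were examined. Of 6 tests of technical or cell-type explanations, 4 were chosen after the result was seen.

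The alternatives were the replicate number as a block, the omission of each array in turn, the omission of the dimmest 25% of rows, median centring, quantile normalization, a fit of only the 2 groups compared, the trend, robust and array weight options of limma, the selection that the legend of Fig. 4A states with and without adjustment, only rows with 1 gene symbol, the mean of the rows of a gene, other standardizations, Spearman correlation, separate Sham arrays for the 2 time points, the median of a list, and lists without members of Table S3 or of marker lists. Other alternatives were added after the values were seen: only rows with any gene symbol, a crossed pairing, removal of the trend of each array against the mean signal, named genes with only rows with 1 gene symbol, omission of the 2 arrays with high Ucp1, and omission of each of these 2 arrays in the test of adipocyte markers.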

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

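Of the tests in this part, the comparison of the contractile and fatty acid oxidation lists, the 2 comparisons of cell markers and the adipose test on the 4 W TAC arrays were chosen after the result was seen. The genes Gsn, Serpinf1, Dpt, Plin1, Cidea, Adipoq, Lep, Retn and Elovl3 were also chosen after their values were seen.

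Compared with 1 W TAC by camera, the 4 W TAC arrays had lower means for the extracellular matrix (mean log2 ratio of 4 W to 1 W TAC -0.74), macrophage markers (-0.83), immune response (-0.68), lysosome (-0.58), cell cycle (-0.52), fibroblast markers (-0.45), the actin and microtubule cytoskeleton (-0.40), fetal and stress genes (-0.34), interferon response (-0.27), TGF-beta and profibrotic signalling (-0.27), endoplasmic reticulum folding and secretion (-0.25), lymphocyte markers (-0.19) and cell adhesion (-0.11). They had higher means for adipocyte markers (0.44), fatty acid oxidation (0.40), branched-chain amino acid catabolism (0.39), atrial markers (0.33), the tricarboxylic acid cycle and pyruvate (0.32), metabolic regulators (0.29), peroxisome (0.26), endothelial markers (0.26), heat shock (0.23), ion channels and transporters (0.22), circadian clock (0.21), mitochondrial ribosome (0.20), glycolysis (0.19), the microRNA pathway (0.18), adult contractile and calcium-handling genes (0.18) and oxidative phosphorylation (0.17). The difference of the adipocyte markers did not pass without 4 W TAC replicate 1 (0.16, adjusted p = 0.311), an array on which Ucp1 (6.35 against 3.96) and Adipoq stood above the other 4 W TAC array. The adjusted p of camera for these 29 differences ran from 2.42e-30 for the extracellular matrix to 0.0453 for lymphocyte markers, and 0 lists passed with an estimated correlation or with fry.

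For 6 of 158 named genes, both 1 W TAC arrays lay on one side of the 2 Sham arrays and both 4 W TAC arrays on the other. Since the named genes include those of each list with the largest ratios of 4 W to 1 W TAC, this count is not set against chance. Over all 14860 genes it was 224 genes (1.51%), where chance gives 2.22%. The log2 ratio of 4 W to 1 W TAC was 1.33 for Aqp1, 1.29 for Sln, 0.51 for Flt1, 0.44 for Casq2, -0.61 for Rbmxl1 and -1.80 for Cnn1. These differences did not pass limma over all rows (adjusted p from 0.531 to 0.775), and the pattern of opposite sides was not tested separately.

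Genes of mitochondrial metabolism had lower signals at 1 W TAC. An intensity-dependent difference between arrays would leave the oxidative phosphorylation list near 0 once the trend against signal is removed, and its mean was then -0.36 (standard error 0.03 across 52 genes) and that of fatty acid oxidation -0.65 (standard error 0.07), which argues against the trend as the whole cause. Dilution of cardiomyocyte RNA by RNA of other cells would lower contractile and metabolic genes alike. The contractile list lay 0.57 above the fatty acid oxidation list (standard error 0.10 across genes). That would argue against dilution as the whole cause only if contractile genes kept their expression per cardiomyocyte and strong signals were not compressed. Neither condition was tested, so dilution stays open. The standard errors in this paragraph treat genes as independent and do not measure the spread between mice. Lower expression of the metabolic genes under pressure load stays open as a hypothesis, found and examined on the same arrays. The difference between mice was not tested apart from it. The normalization of the authors could not be repeated here.

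The extracellular matrix and immune lists had higher signals at 1 W TAC. A lower share of cardiomyocyte RNA would raise the markers of all other cell types alike. The markers of fibroblasts and macrophages lay 1.22 above those of endothelial and smooth muscle cells (standard error 0.21, means 1.19 and -0.03). The fibroblast and macrophage markers include matrix genes such as Postn and Col1a1 and the immune gene Ccr2. Their high mean is thus part of the pattern itself and no test of it. The mean of the 34 endothelial and smooth muscle markers (standard error 0.09) was not raised, although single markers went both ways, with 1.51 for Cnn1 and -1.09 for Aqp1. This argues against a lower share as the whole cause only if these markers kept their expression per cell, which was not tested. The standard errors in this paragraph are across genes and do not measure the spread between mice. More fibroblasts with the same expression per cell would raise the matrix genes and the other fibroblast markers alike. The matrix list lay 1.20 above 8 fibroblast markers outside that list (standard error 0.28), whose mean was 0.57 with -0.84 for Gsn and 1.54 for Serpinf1. These 8 are few and vary widely, and 1 of them, Dpt (0.54), encodes a matrix protein. The comparison therefore does not decide against more fibroblasts. More macrophages, a rise in the fibroblasts' own expression of matrix genes under pressure load, and other changes in the cells that increased stay open and were not tested.

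Ucp1, a gene of brown fat, had log2 signals of 8.21 and 4.19 in Sham, 4.40 and 4.18 at 1 W TAC and 6.35 and 3.96 at 4 W TAC. Adipose tissue in the piece of Sham replicate 1 would raise lipid synthesis genes, and the median difference between the Sham arrays over 15 such genes was 0.41, at percentile 100 of 10000 random gene sets of like signal, although 12 of the 15 also lay above the median signal of the other arrays and the adipose genes Plin1 (6.50 and 6.31) and Cidea (7.50 and 7.25) differed little. Adipoq stood higher on Sham replicate 1 than on Sham replicate 2 (5.27 and 3.53), while Lep (2.74 and 3.26), Retn (4.43 and 5.26) and Elovl3 (3.27 and 3.50) stood lower. The random sets were matched on signal only, while genes of 1 pathway may vary together between mice. The percentile thus cannot tell adipose tissue from a shared shift of lipid synthesis genes. Adipose tissue with Sham replicate 1 is a candidate explanation. For 4 W TAC replicate 1 the median difference was -0.05, at percentile 72.7, and adipose tissue cannot be told apart there from a difference in Ucp1 and a few other genes, since the genes went both ways while Adipoq was 5.29 against 3.71. No biological explanation was tested, because the design names no difference between the mice of a group.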

How the results depend on the processing

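Of the alternatives reported here, only rows with any gene symbol, the test of named genes among only rows with 1 gene symbol, the crossed pairing, the removal of the signal trend and the omission of the 2 arrays with high Ucp1, together or singly for the adipocyte markers, were chosen after the values were seen. The 229 results were computed under 3004 alternatives in all. For named genes, 2344 of 2480 alternatives kept the direction and the side of the threshold, 103 passed where the gene had not, and 33 turned the direction. Leaving out 1 array moved 75 of 191 named gene values by over 1.5 times or to the other sign. No result of the microRNA seed sites was run, and its alternatives were not run either, since no genome or 3' UTR reference was used. Where an array was left out, the lone array of its group was assumed to vary like the other groups.

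The number of rows that passed limma at 1 W TAC was 1. It was 0 with the replicate block, 0 in a fit of only the 2 groups, 0 with the crossed pairing, 0 without the 2 arrays with high Ucp1, and 0 to 1 when each array was left out in turn, where fewer arrays enter the fit. It was 3 with median centring, 4 with quantile normalization, 3 after removal of the signal trend, 14 with the eBayes trend, 31 without the dimmest rows, 240 with only rows with any gene symbol and 268 with only rows with 1 gene symbol. In the last 3, fewer rows enter the adjustment and the prior of eBayes was fitted anew to the rows left. How much each of these contributed was not tested. The selection that the legend of Fig. 4A states took 829 rows, and 0 after adjustment. At 4 W TAC, where 0 rows passed, 326 were taken by that selection, 1 passed with only rows with 1 gene symbol and 2 with any gene symbol. For 4 W against 1 W TAC, where 0 passed, the numbers were 355 by that selection, 1 without the dimmest rows, 1 with median centring and 2 with only rows with 1 gene symbol. The arrays share replicate numbers without a stated pairing, and across genes the deviations of replicates with the same number had correlations of -0.20 for Sham and 1 W TAC, -0.27 for Sham and 4 W TAC and 0.15 for 1 and 4 W TAC. With the replicate block or the crossed pairing 0 rows passed in all 3 comparisons, and the block changed no other call.

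The number of genes with z above 2 or below -2 was 1993 at 1 W TAC and 1409 at 4 W TAC with the median and the median absolute deviation, whose limits lie closer to 0. The Pearson correlation of the log2 ratios at 1 and 4 W TAC was 0.54 to 0.76 when each array was left out, the Spearman correlation was 0.61, and with separate Sham arrays the Pearson correlation was 0.21 and 0.33, where no control is shared. The share of Table S3 genes with the direction of their heading was 95.7 to 97.7% at 1 W TAC and 86.9 to 92.6% at 4 W TAC when each array was left out.

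With an estimated correlation, 0 lists passed camera in each of the 3 comparisons, against 26, 21 and 29 with the preset one. That correlation was estimated from residuals with 3 degrees of freedom and is imprecise. A list that did not pass under it is therefore not shown to be unchanged. With fry, 14, 0 and 0 lists passed. The mean log2 ratios are not altered by the estimated correlation, and at 1 W TAC its adjusted p was above 0.05 for the extracellular matrix (mean 1.77), cell adhesion (0.32), immune response (0.91), cell cycle (0.68), actin and microtubule cytoskeleton (0.68), oxidative phosphorylation (-0.44), fatty acid oxidation (-0.74) and peroxisome (-0.39). The same held at 4 W TAC for the extracellular matrix (1.03), cell adhesion (0.21), immune response (0.23), cell cycle (0.15), actin and microtubule cytoskeleton (0.28), oxidative phosphorylation (-0.27), fatty acid oxidation (-0.34) and peroxisome (-0.12). When each array was left out, the means at 4 W TAC were 0.0789 to 0.34 for cell adhesion, 0.047 to 0.26 for the cell cycle and -0.22 to -0.03 for the peroxisome, and these lists did not pass without Sham replicate 2 or 4 W TAC replicate 2, without Sham replicate 1 or 4 W TAC replicate 2, and without Sham replicate 1 or 4 W TAC replicate 1. Without members of Table S3, the cytoskeleton (mean 0.13) and the peroxisome (-0.0167) did not pass camera at 4 W TAC, with fewer genes tested. Without the 2 arrays with high Ucp1, the means at 4 W TAC of the immune response (0.24) and the cell cycle (0.28) did not pass, and that of the peroxisome turned to 0.0482, with fewer arrays in the fit. Of the splicing factors, 3 were taken at 1 W TAC by the selection of Fig. 4A, where 0 passed limma over the list alone.

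The medians of the quartiles at 1 W TAC were -0.44 to -0.30 for the lowest, -0.12 to -0.05 for the second and 0.34 to 0.49 for the highest when each array was left out. At 4 W TAC they were -0.32 to -0.21, -0.07 to -0.025 and 0.28 to 0.41. With median centring the medians of the lowest, second and next quartile at 1 W TAC were -0.37, -0.11 and 0.045, and that of the lowest quartile at 4 W TAC was -0.23. It was -0.20 without the dimmest rows. The cause of these shifts was not tested.

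Leaving out each array in turn changed the sign of the log2 ratio for Acta2 at 1 W TAC (-0.20 to 0.03), Asph at 1 W TAC (-0.25 to 0.05), Asph at 4 W TAC (-0.12 to 0.18), Cdk9 at 4 W TAC (-0.03 to 0.36), Cstf1 at 1 W TAC (-0.055 to 0.39), Cstf3 at 1 W TAC (-0.27 to 0.23), Cstf3 at 4 W TAC (-0.38 to 0.12), Hspa1a at 4 W TAC (-0.94 to 0.12), Ints8 at 1 W TAC (-0.43 to 0.20), Ints8 at 4 W TAC (-0.25 to 0.38), Mrpl48 at 4 W TAC (-2.69 to 0.83), Nes at 4 W TAC (-0.08 to 0.22), Pard3 at 4 W TAC (-0.04 to 0.26), Prpf18 at 4 W TAC (-0.15 to 0.21), Rbfox2 at 4 W TAC (-0.045 to 0.24), Snrpb2 at 4 W TAC (-1.36 to 0.16), Tnni1 at 4 W TAC (-0.34 to 0.14), Tnrc6c at 4 W TAC (-0.83 to 0.23), Ucp1 at 1 W TAC (-3.92 to 0.10), Ucp1 at 4 W TAC (-3.06 to 0.96). Prpf18 at 4 W TAC also had -0.005 with quantile normalization. None of these 20 values passed limma over all rows under the settings named, and the cause was not tested. Signal over background was not analysed here.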

Differences from the paper's values

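The median log2 ratio of the lowest quartile of genes at 4 W TAC was -0.22 here (-0.215), and the paper gives about -0.17 in Fig. 2B, read by eye. For the second quartile at 4 W TAC the median was -0.03 here (-0.025), and the paper gives about 0.02 in Fig. 2B, read by eye. Under each alternative set before the data were examined that was run on these medians, both differences stayed. A difference here is a change of sign or a gap beyond the SD between single TAC arrays (0.0071 and 0.025), without allowance for the reading by eye. The paper used only genes detected above background, a filter not repeated here. Without the dimmest rows the medians were -0.20 and -0.015, and the cause of the differences was not tested.

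The paper states that genes upregulated in expression were more often regulated in splicing at 1 W TAC, counted over exons. Among the host genes of Table S5, a different and smaller measure, 10 of 39 lay in the highest quartile at 1 W TAC, where 9.75 are expected.

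The paper states that the gene of Fox-1 (A2bp1, here Rbfox1) is significantly regulated in expression, from 3 datasets of 1 W TAC and qRT-PCR. In these arrays, 1 of the 3 datasets, its log2 ratio at 1 W TAC was -1.30, in the direction that the paper gives, with adjusted p = 0.173 from limma over all rows. It passed under the selection that the legend of Fig. 4A states and, with adjusted p = 0.0334, when only rows with 1 gene symbol were tested. For named genes that second setting was added after the values were seen.

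The paper states that PTB is significantly upregulated at the mRNA level, from 3 datasets of 1 W TAC. In the 1 dataset used here, Ptbp1 had a log2 ratio of 0.74 at 1 W TAC, in the direction that the paper gives, with adjusted p = 0.428 from limma. It passed under 0 of the settings run, the selection of Fig. 4A included. The legend of Fig. 4A asks for that selection in at least 1 of the 3 datasets and for the same direction in all, so the values here do not conflict with it.

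The paper states that Rbmxrt (here Rbmxl1) was upregulated in hypertrophy, again from 3 datasets of 1 W TAC. In the 1 dataset used here its log2 ratio was 0.30 at 1 W TAC, in the direction that the paper gives, which did not pass limma (adjusted p = 0.687), and -0.31 at 4 W TAC. Pabpc1, which the paper states was upregulated too, on the same basis, had 0.83 at 1 W TAC (adjusted p = 0.199 from limma) and passed under the selection of Fig. 4A. Itgb1, which the paper states was upregulated from its microarrays and qRT-PCR, had 0.64 at 1 W TAC with adjusted p = 0.380 from limma, and it passed under the selection of Fig. 4A.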

Other observations

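Stress genes outside the fetal list differed in direction at 1 W TAC. Of 24 immediate early genes, which encode early response factors, 4 were higher and 0 lower when adjusted over the list alone with limma, with log2 ratios of 1.51 for Myc and 1.10 for Egr2. The mean was 0.41 at 1 W TAC and 0.32 at 4 W TAC (adjusted p = 3.29e-05 and 1.47e-06 from camera, 0.213 and 0.198 with an estimated correlation). Of 17 heat shock genes 2 were lower, with -1.31 for the cochaperone gene Fkbp4 and -1.07 for Hsph1, and the mean was -0.29 (adjusted p = 0.0105 from camera, 0.235 with an estimated correlation). Genes of folding and secretion in the endoplasmic reticulum had a mean of 0.24 (adjusted p = 0.0205 from camera, 0.646 with an estimated correlation), with 1.59 for P4ha3, a gene of collagen hydroxylation, and 0 of 35 passed over the list alone. At 4 W TAC the means of these 2 lists were -0.06 and -0.02, and neither passed. The circadian clock list did not pass at either time (means -0.10 and 0.11), with Dbp at -0.68 and Hlf at -0.66 at 1 W TAC.

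Among the cell markers, the 19 endothelial markers had 1 lower at 1 W TAC over the list alone, with Aqp1, a water channel gene, at -1.09, and a mean of 0.15 at 4 W TAC (adjusted p = 0.0380 from camera, 0.727 with an estimated correlation). Of 15 markers of smooth muscle cells and pericytes 2 were higher and 2 lower at 1 W TAC, and their mean of 0.02 at 4 W TAC did not pass. Of 13 atrial markers 2 were higher and 4 lower at 1 W TAC, with Clu at 1.52 and Myl7, the atrial myosin light chain gene, at -1.29, and 2 were higher at 4 W TAC, where Sln had 0.88. Their means of -0.14 and 0.19 did not pass camera. Adipocyte markers had a mean of -0.55 at 1 W TAC (adjusted p = 0.0086 from camera, 0.235 with an estimated correlation) with Slc36a2 at -1.16, and a mean of -0.11 at 4 W TAC. Sham replicate 1 stood above Sham replicate 2 for Ucp1 (8.21 and 4.19) and Scd1 (9.14 and 6.93), and without it the mean at 1 W TAC was -0.14 and did not pass (adjusted p = 0.0975 from camera). Markers of Schwann cells and neurons (mean 0.34, median -0.02 at 1 W TAC, 0.08 at 4 W TAC) and of the mesothelium (0.35 and 0.16) did not pass camera, with 2 of 11 and 2 of 9 higher at 1 W TAC over the list alone. These were Uchl1 at 2.80 and Ncam1, and Aldh1a2 at 2.24 and Krt18 at 1.24. The 4 measured erythroid markers and the 2 measured Y-linked genes were too few to test, with ratios at 1 W TAC of -1.39 for Alas2 and -0.32 for Eif2s3y, both named after their values were seen. Neutrophil markers had a mean of -0.02 at 4 W TAC, and Lcn2, a gene of neutrophil granules, had 1.46 at 1 W TAC (standard error 0.65).

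Of 21 cleavage and polyadenylation factors 0 passed over the list alone, and their means of -0.001 and 0.06 did not pass camera (adjusted p = 0.747 and 0.717). Cstf1, Cstf2 and Cstf3 had log2 ratios of 0.17, 0.27 and -0.02 at 1 W TAC and 0.41, 0.28 and -0.13 at 4 W TAC, and Cdk9 had 0.09 and 0.17. The microRNA pathway had means of -0.12 and 0.06 and did not pass (adjusted p = 0.128 and 0.901 from camera), with Tnrc6c at -0.60 and Ago4 at -0.59 at 1 W TAC. Of the host genes of Tables S6 and S7, Egfr had 1.07 at 1 W TAC and 0.41 at 4 W TAC, Tgif1 0.52 and 0.50, Camk2a -0.50 and -0.21, Pard3 -0.23 and 0.11, Ints8 -0.12 and 0.07, Asph -0.10 and 0.04, Dusp13 -0.06 and -0.11, and Arpp21 0.09 and 0.12. None of these genes passed limma over all rows.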
